# Circadian regulation of hedonic appetite in mice by clocks in dopaminergic neurons of the VTA

**DOI:** 10.1038/s41467-020-16882-6

**Published:** 2020-06-17

**Authors:** C. E. Koch, K. Begemann, J. T. Kiehn, L. Griewahn, J. Mauer, M. E. Hess, A. Moser, S. M. Schmid, J. C. Brüning, H. Oster

**Keywords:** Circadian regulation, Feeding behaviour

## Abstract

Unlimited access to calorie-dense, palatable food is a hallmark of Western societies and substantially contributes to the worldwide rise of metabolic disorders. In addition to promoting overconsumption, palatable diets dampen daily intake patterns, further augmenting metabolic disruption. We developed a paradigm to reveal differential timing in the regulation of food intake behavior in mice. While homeostatic intake peaks in the active phase, conditioned place preference and choice experiments show an increased sensitivity to overeating on palatable food during the rest phase. This hedonic appetite rhythm is driven by endogenous circadian clocks in dopaminergic neurons of the ventral tegmental area (VTA). Mice with disrupted clock function in the VTA lose their hedonic overconsumption rhythms without affecting homeostatic intake. These findings assign a functional role of VTA clocks in modulating palatable feeding behaviors and identify a potential therapeutic route to counteract hyperphagy in an obesogenic environment.

## Abstract (web summary)

In addition to promoting overconsumption, palatable diets dampen daily intake patterns, which further augments metabolic dysfunction. Here, the authors find that in mice, circadian clocks in dopaminergic neurons in the ventral tegmental area drive hedonic appetite rhythms.

## Introduction

Modern societies are exposed to an obesity-promoting environment, with virtually unlimited access to and choice of different palatable, high-caloric foods and beverages. This environment facilitates a behavioral trend toward a dissociation of caloric intake from energy demands, promoting obesity and related metabolic disorders^1,2^. Besides increasing the risk of caloric overconsumption, ad libitum access to energy-dense food disrupts the regulation of endogenous circadian clocks^3^ evolved to anticipate and adapt to daily recurring environmental changes induced by the rotation of the earth around its axis. When food intake and environmental light conditions are aligned, a master circadian pacemaker located in the suprachiasmatic nucleus (SCN) synchronizes subordinated cellular clocks throughout the body to the environmental light/dark cycle^4^. Shifts in meal timing, however, can reset clocks of metabolically active tissues and uncouple them from the light-controlled SCN^5,6^. Accordingly, food intake during the rest phase leads to a state of internal circadian desynchrony promoting obesity, diabetes mellitus type 2 and other metabolic disorders in rodents^7–9^ and humans^10–13^. Thus, consumption of energy-dense food impairs metabolic control in a two-fold way, promoting obesity and its comorbidities in mammals^3,14^. The underlying mechanisms of how circadian disruption promotes metabolic abnormalities, however, are still poorly understood. Nuclei of the mediobasal hypothalamus (MBH) receive peripheral information about the energy state of the body to adjust food intake to homeostatic energetic requirements^2^. In addition, central reward circuits, especially dopaminergic projections from the ventral tegmental area (VTA) to the nucleus accumbens (NAc), affect the motivation to eat independent of homeostatic requirements^15–18^. While MBH clocks have been implicated in the regulation of rhythmic homeostatic intake behavior, it is less clear how hedonic aspects of appetite are controlled across the day^19–21^. There is accumulating evidence that the VTA is a key structure in the regulation of hedonic behaviors. Intake of energy-dense, palatable food activates VTA/NAc connections promoting dopamine release^18,22,23^ while low dopamine levels suppress the motivation to eat^24,25^. Further, optogenetic activation of VTA/NAc connections stimulates food reward-related behavior^24,26^. While it is still a matter of debate whether the VTA harbors a functional circadian clock, basal neuronal activity and gene expression patterns in this area show daily oscillations^27–35^. Since food intake is regulated via complex neuronal circuits involving several brain areas^2,15^, we hypothesize that homeostatic and hedonic aspects of appetite are regulated by spatially discrete CNS clocks, resulting in diet-dependent daily food intake patterns.

Using place preference and diet choice experiments, we aim at distinguishing homeostatic from hedonic aspects of circadian appetite regulation. Surprisingly, our experiments reveal a circadian vulnerability to palatable foods peaking in the rest phase, roughly anti-phasic to homeostatic intake rhythms. This hedonic appetite rhythm is controlled by clocks located in dopaminergic neurons of the VTA.

## Results

### Anti-phasic chow- and snack-induced conditioned place preference

By modifying an unbiased conditioned place preference (CPP) paradigm, a routine method to assess the reinforcing efficacy of addictive substances, we analyzed time-of-day effects on the addictive capacity of bland (chow) and palatable (cookie) food (Fig. 1a). Homeostatic and hedonic aspects of food wanting were determined by measuring chow or hedonic snack intake during the conditioning sessions and the stimulus-induced place preference at the end of the experiment (day 16). Interestingly, while chow intake during the conditioning sessions was slightly, but not significantly, elevated during the dark phase (Fig. 1b), snack intake during conditioning was 25% higher during the light phase (Zeitgeber time (ZT) 4–6, in the normal rest phase of mice) compared with the dark/active phase (ZT16–18; Fig. 1c). Chow-induced place preference was only observed after conditioning in the active phase (preference index (PI) > 0.5; Fig. 1d). Snack-conditioned mice, however, showed place preference after conditioning at both time points (Fig. 1e). Moreover, snack-induced place preference was significantly stronger after conditioning during the rest phase (ZT4–6; Fig. 1e). Such anti-phasic reinforcing capacity of palatable (hedonic) and bland (homeostatic) foods suggests the involvement of distinct circadian clocks. However, CPP heavily depends on spatial learning, memory consolidation and the recall of information, all of which are under circadian control^16^ and may thereby influence the experimental outcome.

**Fig. 1:**
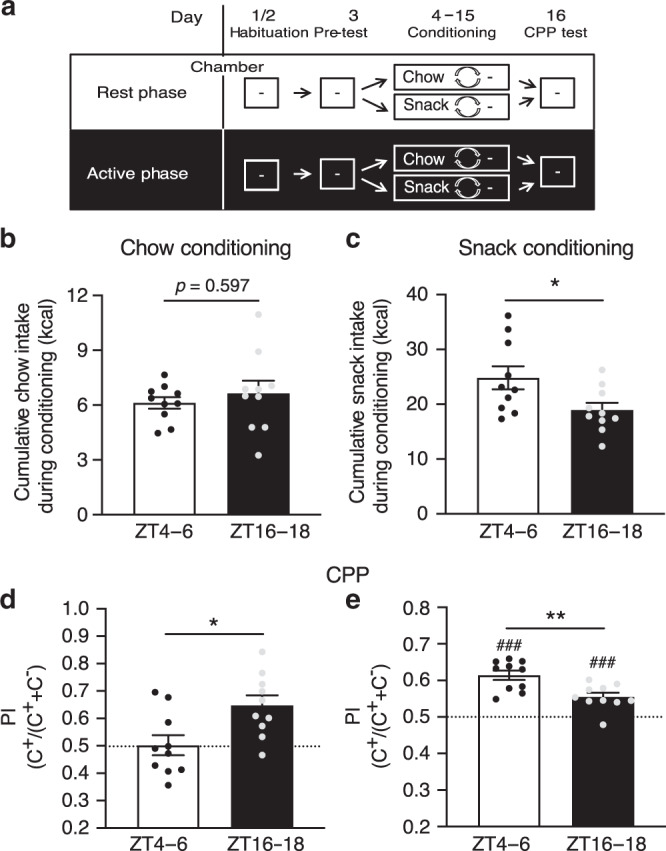
Time-of-day-dependent food conditioned place preference depends on the hedonic value. **a** Timeline and experimental design of the conditioned place preference (CPP) experiment. **b**, **c** Cumulative chow (**b**) and snack (**c**) intake during the conditioning sessions (C^+^) on days 4, 6, 8, 10, 12, and 14 at ZT6 or ZT18. **d**, **e** Calculated preference index (PI) of either chow (**d**) or snack (**e**) induced place preference assessed on day 16 (test day) at ZT6 or ZT18. C^+^ = conditioning with snack or chow; C^−^ = conditioning in an empty chamber; dashed line denotes chance level (PI = 0.5). Data are shown as mean ± SEM; *n* = 10; unpaired two-tailed *t*-test, ZT6 vs. ZT18, *p < 0.05; **p < 0.01 (**c**: *p* = 0.0285; **d**: *p* = 0.0107; **e**: *p* = 0.0027); one-sample two-tailed *t*-test against chance level (0.5), ^###^*p* < 0.001 (ZT4–6: *p* < 0.0001; ZT16–18: *p* = 0.007). All replicates are biologically independent samples. Source data are provided as a Source data file.

### Anti-phasic homeostatic and hedonic appetite rhythms

To corroborate our findings in a spatial memory-independent paradigm we next measured food/liquid intake in circadian choice experiments. To asses hedonic appetite against the background of homeostatic energy demands, we calculated the overconsumption during chow/chocolate or water/hedonic liquid (sucrose/sucralose) choice conditions relative to bland food/liquid intake (homeostatic intake) under non-choice conditions (Fig. 2a).

**Fig. 2:**
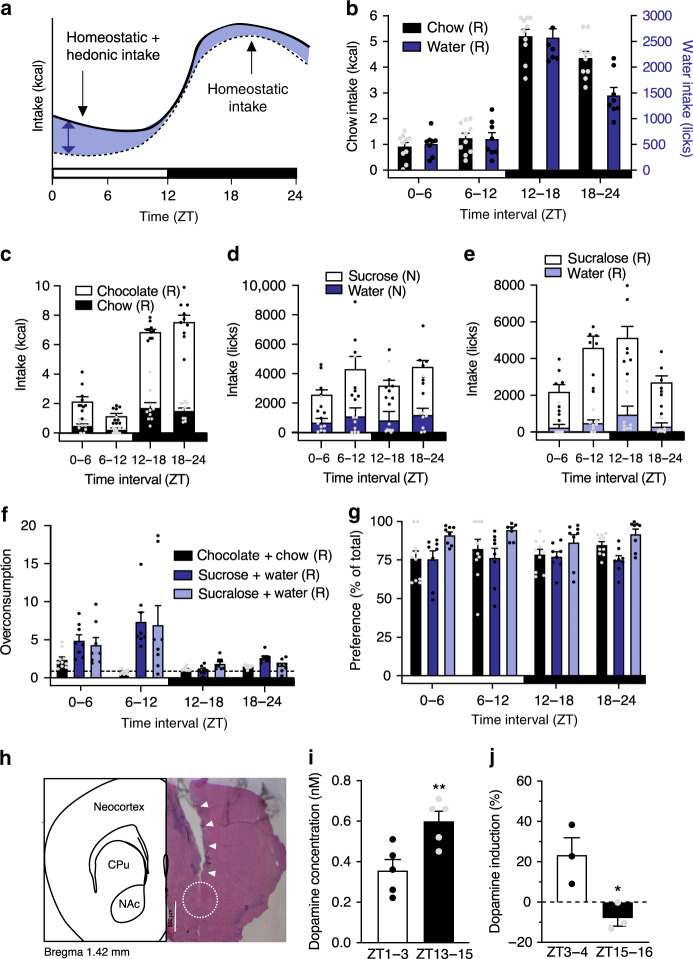
Anti-phasic oscillations of homeostatic and hedonic overconsumption rhythms under light/dark conditions. **a** Schematic representation depicting homeostatic intake (chow-only; black dotted line), hedonic plus homeostatic intake (black line) and hedonic choice-induced overconsumption (blue area). **b** Nighttime-increased homeostatic chow (black) and water intake (blue) in WT mice. **c**–**g** Diurnal intake rhythms in hedonic/homeostatic choice experiments with **c** chow and chocolate (black/white), **d** sucrose solution and water (blue), or **e** sucralose solution and water (light blue) choices. **f** Elevated overconsumption (relative to chow/water-only intake) in hedonic/homeostatic choice experiments during the normal rest phase. **d** Time-of-day-dependent preference for chocolate, sucrose, and sucralose during the choice experiments. Data are shown as mean ± SEM; *n* = 10 (chow/chocolate) or 8 (water/sucrose or sucralose). White box = light phase, black box = dark phase; dashed line depicts baseline chow/water intake. Letters in legend depict statistically significant (R) or non-significant (N) 24-h rhythmicity (CircWave; *p* < 0.05). **h** Representative micrograph of H&E stain depicting the position of microdialysis probes with an overview of brain regions. White bar indicates 500 µm; triangles indicate probe canal; circle indicates dialysis area; CPu—caudate putamen. Probe location was verified for all animals (*n* = 10); no animal was excluded. **i** Dopamine levels in NAc microdialysate at the depicted time points (*n* = 5) and **j** individual relative changes in NAc dopamine concentrations after a chocolate snack (*n* = 3). Data are shown as mean ± SEM; unpaired two-tailed *t*-test, *p < 0.05, **p < 0.01 (**i**: *p* = 0.0098; **j**: *p* = 0.0286). All replicates are biologically independent samples. Source data are provided as a Source data file.

Similar to the increased chow-induced place preference during the active phase (Fig. 1b), ad libitum chow and water consumption were elevated during the active phase peaking at ZT12–18 (Fig. 2b). Under choice conditions, this overall rhythm in energy intake was conserved, though chow and water intake were strongly reduced and replaced by chocolate or sucrose/sucralose solution (Fig. 2c–e). Relative to non-choice chow (i.e., homeostatic) intake hedonic overconsumption under choice conditions was 2–7-fold increased during the normal rest phase with strongest effects at ZT0–6 for chocolate and ZT6–12 for sucrose and sucralose (Fig. 2f). Likewise, cumulative 24-h caloric intake during the choice experiments was significantly increased compared with homeostatic (non-choice) conditions (Supplementary Fig. 1a). In contrast to overconsumption rates, the general preference for sweet taste (chocolate or sucrose/sucralose) over chow/water under choice conditions did not show circadian variation (Fig. 2g).

Dopamine is an important neurotransmitter of the central reward system that has previously been associated with food reward^36^. We therefore tested the diurnal effects of palatable food consumption on reward circuits by measuring dopamine release in the nucleus accumbens (NAc) as the main target of dopaminergic projections in the context of reward signaling^37^ by in vivo microdialysis. Mice were bilaterally implanted with microdialysis cannulae reaching into the NAc (Fig. 2h). Baseline dopamine levels were determined from dialysate during 2 h in the morning (ZT1–3) and the early night (ZT13–15). In line with previous publications^35^, baseline NAc dopamine levels were highly variable, but elevated during the night (Fig. 2i). When mice received chocolate, individual dopamine concentrations in the NAc were increased by about 35% in the morning, but levels were largely unresponsive during the night (Fig. 2j). Of note, during the snack time mice on average ate 0.46 g of chocolate (ca. 75% of the total amount offered) with no significant differences between time points (ZT1–3: 0.41 ± 0.08 g; ZT13–15: 0.51 ± 0.04; *p* = 0.308, unpaired *t*-test).

Together, CPP and food/drink choice experiments suggest a roughly anti-phasic circadian regulation of homeostatic and hedonic appetite. In line with an increased hedonic overconsumption during the rest phase under choice conditions chocolate induced dopamine responses in the NAc were elevated in the morning. Sucralose-induced overconsumption rhythms were largely comparable to those of sucrose, arguing that palatability—here: sweet taste—rather than mere caloric density drives this effect.

### Clock controlled anti-phasic intake patterns

To test if these oscillations were controlled by the endogenous circadian clock system rather than external factors such as the light/dark cycle, we repeated the choice experiments under Zeitgeber-free conditions in constant darkness (DD) and with mice carrying a genetic ablation of circadian clock function. On the second day in DD, homeostatic intake remained elevated during the subjective active phase, with a peak at 48–54 h after lights off (Fig. 3a). Under these conditions, hedonic overconsumption was again higher during the subjective rest phase peaking at 36–42 h for chocolate and 42–48 h for sucrose, respectively (Fig. 3b, c). Choice-induced 24-h overconsumption was preserved in DD (Supplementary Fig. 1b). Chocolate as well as sucrose preference were, again, largely independent of circadian time (Fig. 3b).

**Fig. 3:**
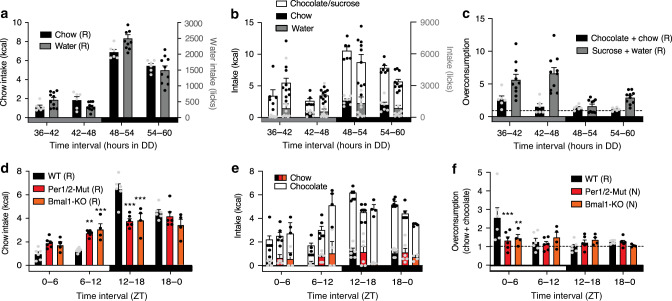
Circadian clock controlled anti-phasic oscillations of homeostatic and hedonic appetite rhythms. **a**–**c** Anti-phasic homeostatic chow or water intake (**a**) and hedonic (chow plus chocolate or sucrose plus water) overconsumption (**b**, **c**) rhythms persist in WT mice in constant darkness (DD). Gray box = subjective day/rest phase, black box = subjective night/active phase. **d**–**f** Homeostatic intake (**d**) and hedonic overconsumption (**e**, **f**) rhythms are significantly dampened in clock-deficient *Per1/2* double-mutant and *Bmal1*-KO mice. White box = light phase, black box = dark phase. Data are shown as mean ± SEM; WT *n* = 6 (chow) or 10 (water); *Per1/2* *n* = 6; *Bmal1*-KO *n* = 4; dashed lines depicting homeostatic chow/water intake. Two-way ANOVA with Sidak post hoc test against WT, *p < 0.05; **p < 0.01; ***p < 0.001 (**d**: Per1/2-Mut/ZT6–12 *p* = 0.0026; ZT12–18 *p* < 0.0001; Bmal1-KO/ZT6–12 *p* = 0.0009; ZT12–18 *p* < 0.0001; **f**: Per1/2-Mut/ZT0–6 *p* = 0.0006; Bmal1-KO/ZT0–6 *p* = 0.0062). Letters in brackets (R/N) indicate diurnal rhythmicity (*p* < 0.05; CircWave). All replicates are biologically independent samples. Source data are provided as a Source data file.

In clock-deficient *Per1/2* double-mutant (*Per1/2*) and *Bmal1* knockout mice (*Bmal1*-KO), homeostatic appetite was elevated during the dark phase, but 24-h rhythms were dampened compared with wild-type (WT) controls (Fig. 3d, Supplementary Fig. 2a). This residual rhythm likely reflects light masking which is also seen for locomotor activity and is abolished immediately upon release into DD^38,39^ Under choice conditions, overconsumption rhythms were abolished and overall overconsumption reduced in both clock mutant mouse models (Fig. 3e, f, Supplementary Fig. 3b). Notably, only the rhythmicity of hedonic and homeostatic intake was affected; cumulative 24-h intake and sweet preference were largely comparable between WTs and clock gene mutants (Fig. 3e, Supplementary Fig. 1c). In summary, DD and clock mutant data indicate a regulation of, both, homeostatic and hedonic intake behavior by the endogenous circadian clock.

### VTA diurnal transcriptome rhythms

While homeostatic food intake is mainly regulated via hypothalamic circuits, hedonic appetite rhythms are more likely to be controlled by the dopaminergic system originating in the VTA, due to its essential role in reward regulation and the motivation to eat^17–19^. Thus, we next characterized general diurnal regulation in this brain area. 

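The arrays measured mRNA in VTA punches from male C57BL/6N mice, 4 mice at each of 6 time points and 1 array per mouse, 24 arrays in all. The sample labels place the arrays at ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20, a 4-h interval, and the paper's methods give 6-h intervals. The times of day used here follow the labels. The authors normalized the arrays with RMA (robust multi-array average), which gives 1 value on the log2 scale per probe set and array. The table holds 35556 probe sets, of which 23410 have a gene in the array's annotation and were tested as transcripts. Array medians over the transcripts ranged from 6.71 to 6.79. Pearson correlations between pairs of arrays, taken across transcripts, ranged from 0.962 to 0.995. ZT0 replicate 4 had the lowest median correlation with the other arrays, 0.970, where the other 3 arrays at ZT0 had 0.990 to 0.991. In that array 327 transcripts were more than 1 log2 unit below the mean of the other 3 arrays at ZT0, and 60 were more than 1 unit above it. No array outside this one had more than 17 such transcripts in both directions together. A 24-h cosine curve was fitted to each transcript with limma, and rhythms were tested with its moderated F-test over the 24 arrays. With 4 mice per time point, the number of arrays limits the precision of each rhythm.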

We analyzed mRNA oscillations from micro-punches over 24 h by whole-genome microarray hybridization under standard 12-h light/12-h dark (LD) conditions. Roughly 10% of all investigated transcripts (*n* = 2643) in the VTA showed a rhythmic expression pattern (Fig. 4a; Supplementary Data 1). 

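The transcripts with a 24-h rhythm in the VTA were Nr1d1, Cirbp, Fabp7, Slc7a5, Dbp, Sgk1 and Klf9. Nr1d1, which encodes the clock repressor REV-ERB alpha, rose from 8.19 ± 0.08 on the log2 scale (SD, n = 4 mice) at ZT20 to 8.70 ± 0.11 (SD, n = 4) at ZT8. Cirbp, an RNA-binding protein induced by mild cooling, rose from 6.95 ± 0.07 (SD, n = 4) at ZT20 to 7.34 ± 0.08 (SD, n = 4) at ZT12. Fabp7, a fatty acid-binding protein of glial cells, fell from 8.83 ± 0.06 (SD, n = 4) at ZT4 to 7.73 ± 0.30 (SD, n = 4) at ZT16. These 7 transcripts had an adjusted p under 0.05 among 23410, and 13 had an adjusted p under 0.1. The fitted curve of Nr1d1 peaked at ZT 9.22 (standard error 0.49 h) with a peak-to-trough fold of 1.44 (adjusted p = 0.00141 from limma's moderated F-test). Cirbp peaked at ZT 9.42 (standard error 0.53 h) with a fold of 1.33 (adjusted p = 0.00357). A peak at ZT 4.46 (standard error 0.57 h) and a fold of 2.03 were fitted for Fabp7 (adjusted p = 0.00785). Its values at ZT0 had an SD of 0.64, with 7.64 in ZT0 replicate 4 and 8.66 to 8.99 in the other 3 mice. Slc7a5, a transporter of large neutral amino acids, peaked at ZT 13.2 (standard error 0.56 h) with a fold of 1.34 (adjusted p = 0.00741). For Dbp, a transcription factor driven directly by the clock, the peak was at ZT 12.2 (standard error 0.60 h) and the fold 1.33 (adjusted p = 0.0137). Sgk1, a kinase induced by glucocorticoids, peaked at ZT 14.5 (standard error 0.61 h) with a fold of 1.62 (adjusted p = 0.0167), and 1 mouse at ZT8 (6.73) and 1 at ZT12 (7.35) lay below the other 3 of their time point. Klf9, a transcription factor also induced by glucocorticoids, peaked at ZT 12.5 (standard error 0.65 h) with a fold of 1.32 (adjusted p = 0.0342). At an unadjusted p under 0.05, 2085 transcripts (8.91%) passed. If no transcript is rhythmic 1170.5 are expected on average, but transcripts vary together on these arrays, and in 11 of 100 assignments of the arrays to time points, the real one included, as many passed, with up to 3177 in the others. The Benjamini-Hochberg estimate of false calls among the 2085 is 56.1%.
When single arrays were left out in turn, Nr1d1, Cirbp, Slc7a5 and Fabp7 kept an adjusted p under 0.05 each time. Sgk1 lost it without ZT0 replicate 1, ZT4 replicate 2 or ZT12 replicate 1 (adjusted p up to 0.0672), and Dbp without ZT0 replicate 1 or ZT12 replicate 3 (up to 0.0634). Klf9 lost it without any 1 of 12 arrays, namely ZT0 replicates 1 to 4, ZT4 replicates 2 and 4, ZT8 replicate 1, ZT12 replicates 1 to 3, ZT16 replicate 4 and ZT20 replicate 3 (up to 0.134). The count of 7 transcripts became 4 without ZT0 replicate 1, 12 without ZT8 replicate 3 and 11 without ZT16 replicate 1. It was 4 over all probe sets and 19 after a further quantile normalization. Leaving out all mice of ZT0 gave 4, of ZT4 2, of ZT12 2 and of ZT8 0 (1718 at an unadjusted p under 0.05 without ZT8, both from limma). With the 6 time points as groups in place of a cosine curve, Sgk1 alone of the 7 passed, and an unmoderated F-test did not call Fabp7, Sgk1 and Klf9.

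**Figure D1:**
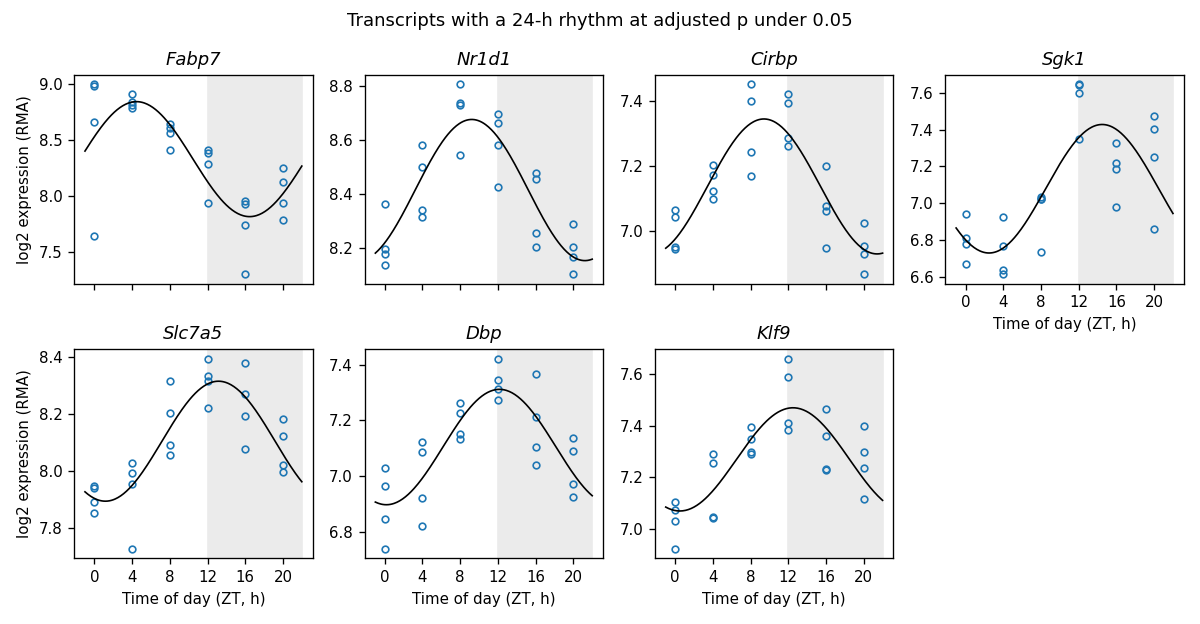
Expression of the 7 transcripts with a 24-h rhythm at an adjusted p under 0.05. Each circle is 1 mouse (log2 expression on the y axis, ZT in h on the x axis, 4 mice per time point), the line is the fitted 24-h cosine curve and the dark phase is shaded. Nr1d1 and Cirbp crest late in the light phase, Slc7a5, Dbp, Klf9 and Sgk1 early in the dark phase, and Fabp7 early in the light phase.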

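Early in the dark phase (ZT12 and ZT16) the VTA held more mRNA of 7 genes than early in the light phase (ZT0 and ZT4), and 1 gene was higher early in the light phase. Sgk1 was lower in the early light by −0.60 on the log2 scale (standard error 0.08, adjusted p = 0.00102 from limma), Slc7a5 by −0.35 (standard error 0.06, adjusted p = 0.0115) and Adipor2, a receptor for the fat-cell hormone adiponectin, by −0.45 (standard error 0.08, adjusted p = 0.0269). For these 3 genes each of the 8 early light arrays was below all 8 early dark arrays. Zbtb16, a transcription factor induced by glucocorticoids (−0.29), Klf9 (−0.32), Dbp (−0.32) and Trav7n-5, a T-cell receptor segment (−0.44), were also lower in the early light, at adjusted p values of 0.0269 to 0.0328. Trav7n-5 had a low mean level (5.38 on the log2 scale, where the median over transcripts was 6.76). Its signal over background was not measured. Id2, an inhibitor of transcription factors, was higher in the early light by 0.41 (standard error 0.07, adjusted p = 0.0269), and 7 of its 8 early light arrays were above all early dark arrays. Adipor2, Trav7n-5 and Id2 were named after their values were seen. The count of 8 became 134 (83 higher and 51 lower) without ZT0 replicate 2, 13 without ZT0 replicate 4 and 15 without ZT4 replicate 3. It became 2 without ZT0 replicate 1, ZT0 replicate 3, ZT4 replicate 2 or ZT16 replicate 4, 3 without ZT16 replicate 3, and 4 without ZT4 replicate 4 or any 1 of ZT12 replicates 1 to 4. The count was 14 with the replicate number as a block and 14 for transcripts above the median level. After a further quantile normalization it was 16, and over all probe sets 2. The late light (ZT4 and ZT8) against the late dark (ZT16 and ZT20) gave 0 from limma.
Peak times of the 2085 transcripts at an unadjusted p under 0.05 gathered at opposite times of day, and did so as strongly in 39 of 100 assignments of the arrays to time points, the real one included (resultant length of the doubled peak angles 0.356, median of the others 0.307). In the windows of 6 h from ZT22 to ZT4 and from ZT12 to ZT18, 581 (27.9%) and 824 (39.5%) of them peaked. In the windows of 4 h from ZT4 to ZT8, ZT8 to ZT12 and ZT18 to ZT22 these were 295 (14.15%), 205 (9.83%) and 180 (8.63%). A circular density of the peak times had its modes at ZT 2.1 (SD 2.06 h over 100 bootstrap resamples of the arrays) and ZT 15.6 (SD 2.29 h). These are its highest points from ZT20 to ZT8 and over the rest of the day. Any data thus give a mode in each window, and the windows bound the SDs and the shifts. Within 3 h of the modes lay 31.8% and 38.6% of these transcripts. The mode in the light phase moved to ZT 4.2 without ZT0 replicate 4 and to ZT 6.4 without all mice of ZT0. The mode in the dark phase moved to ZT 12.9 for transcripts above the median level. For adjusted calls only, the modes were ZT 4.5 and ZT 12.7. The first of these is the peak of Fabp7 alone, since Nr1d1 and Cirbp fell in the other window. Among the 12146 probe sets with no gene in the annotation, 1570 (12.9%) passed the same unadjusted threshold, and 79.9% of those peaked within 3 h of the modes of the transcripts. None of these probe sets passed an adjusted p under 0.05 from limma.

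**Figure D2:**
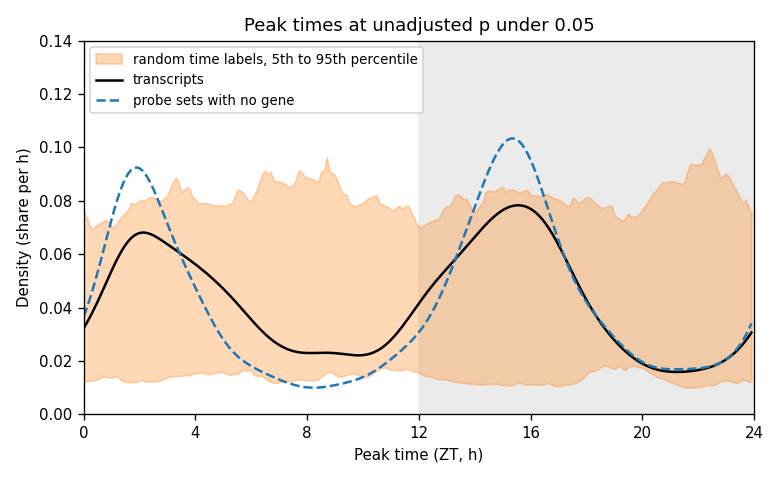
Density of peak times (share per h on the y axis, ZT in h on the x axis) at an unadjusted p under 0.05. The solid line is the 2085 transcripts, the dashed line the 1570 probe sets with no gene, the band the range from the 5th to the 95th percentile over random assignments of the time points to the arrays, and the dark phase is shaded. Both lines have a mode early in the light phase, at ZT 2.1 and ZT 1.9, and early in the dark phase, at ZT 15.6 and ZT 15.3, and the line of the transcripts lies inside the band at both of its modes. The dashed line lies above the band at its modes (0.0925 against 0.0794 at ZT 1.9, 0.103 against 0.0841 at ZT 15.3). No separate band is shown for the probe sets with no gene.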

Phase analysis of these transcript rhythms yielded two main clusters peaking around ZT3 and ZT16 (Fig. 4b). Phase comparison of canonical clock gene transcripts indicated a ~9-h delayed phase of the VTA clock compared with the SCN pacemaker (Fig. 4c), similar to what had previously been reported for other non-SCN clocks in the brain^20^. 

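Clock genes that were rhythmic when adjusted over the list alone peaked in the VTA from the late light phase into the dark phase. Bhlhe40, a repressor of CLOCK-BMAL1, peaked at ZT 9.08 (standard error 1.05 h), and Ciart, another repressor of that complex, at ZT 9.74 (standard error 0.97 h). Hlf, an output transcription factor, followed at ZT 12.2 (standard error 1.14 h), Nr1d2, the paralog of Nr1d1, at ZT 12.5 (standard error 0.93 h) and Usp2, a deubiquitinase under clock control, at ZT 13.2 (standard error 1.17 h). The latest were Per3, a repressor, at ZT 15.2 (standard error 1.10 h) and Cry1, the main repressor of the loop, at ZT 15.7 (standard error 0.82 h). Of 19 core clock and clock output genes measured, Nr1d1 and Dbp had an adjusted p under 0.05 over all transcripts, 10 an unadjusted p under 0.05, and 9 were rhythmic when adjusted over the list alone. The 9 are Nr1d1, Dbp and the 7 genes whose peak times are given here, and Cry1 had the largest fold among those 7 (1.27, adjusted p = 0.168 over all transcripts). The study lists 13 of the 19 genes as rhythmic in these arrays, so the count over the list alone is not independent evidence. Arntl, the activator of the loop, had its highest mean at ZT0 (7.05 ± 0.10, SD, n = 4 mice) and its lowest at ZT12 (6.83 ± 0.08, SD, n = 4). Its fitted curve had a peak-to-trough fold of 1.11 and a peak at ZT 1.67 (standard error 1.50 h, adjusted p = 0.567 from limma). Per2, a repressor, had a fold of 1.11 and a peak at ZT 15.0 (standard error 1.48 h, adjusted p = 0.561). As a list, the clock genes were lower in the early light (median −0.13, camera, adjusted p = 1.41e-06, and adjusted p = 0.000565 with an estimated correlation), with 3 of 19 members above 0, among them Arntl (0.13). In the late light (ZT4 and ZT8) against the late dark (ZT16 and ZT20) the list did not pass (adjusted p = 0.990). A second probe set for Ciart had its fitted peak at ZT 13.6, later than the one reported here. Dbp lost its call without ZT0 replicate 1 or ZT12 replicate 3, which left 1 clock gene past the adjusted threshold. Without all mice of ZT0, ZT4 or ZT12, 1 clock gene passed. Without all mice of ZT8, 0 passed the adjusted threshold of limma and 8 an unadjusted p under 0.05. The SCN, liver and eWAT data sets were not analysed here, so no phase difference between tissues was computed.

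**Figure D3:**
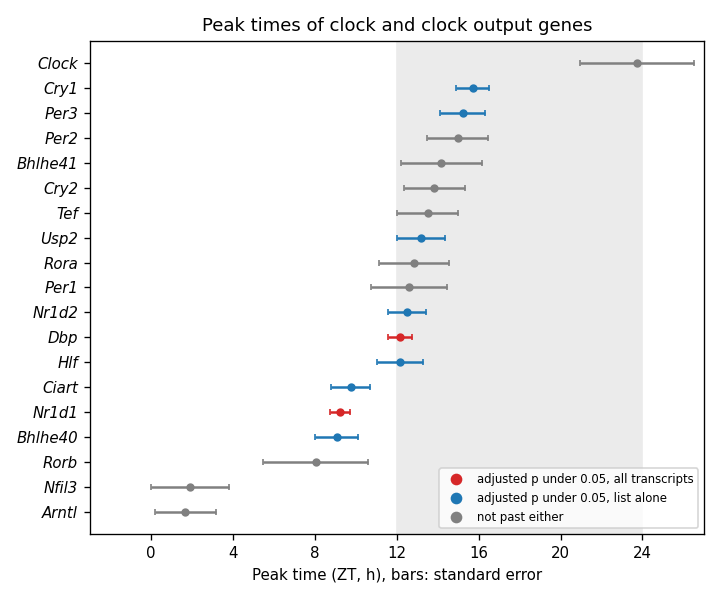
Fitted peak times (ZT in h on the x axis) of the 19 clock and clock output genes in the VTA, with bars of 1 standard error. Red marks an adjusted p under 0.05 over all transcripts, blue over the list alone and grey neither, and the dark phase is shaded. The 9 genes in red or blue lie between ZT 9.08 and ZT 15.7.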

Peak time comparison between VTA and peripheral tissue clock gene expression in liver and epididymal white adipose tissue (eWAT) yielded a phase difference of ca. 1 h (Fig. 4c).

**Fig. 4:**
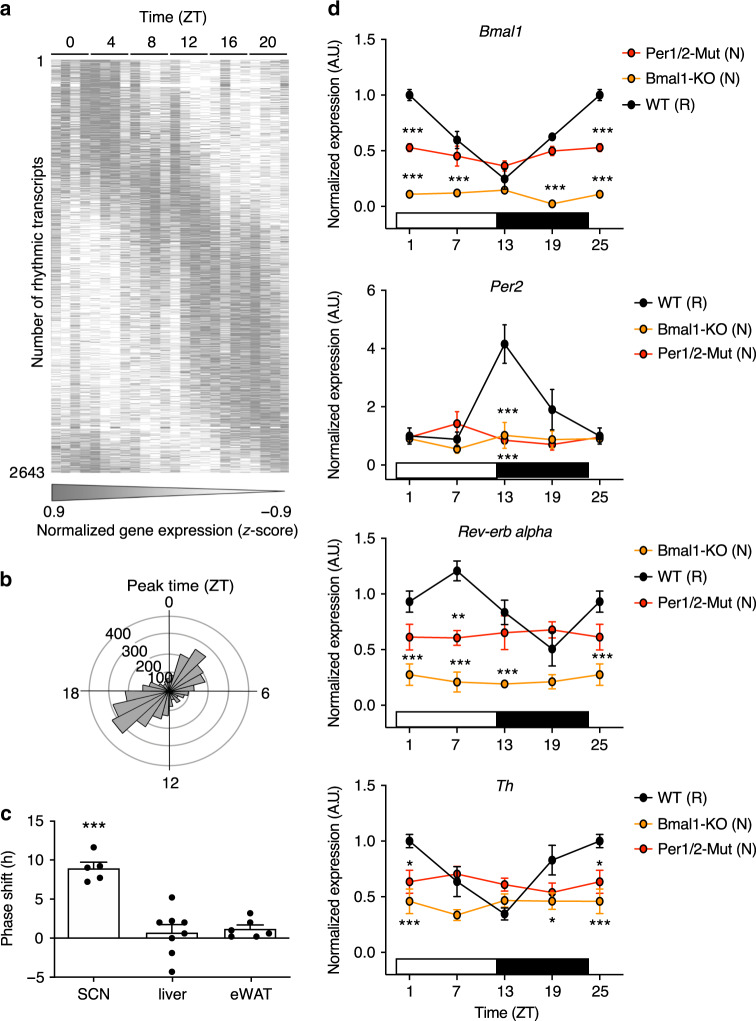
Diurnal transcriptome rhythms in the VTA. **a** Heat map of normalized and phase-sorted rhythmically expressed genes in the VTA of WT mice (*n* = 4 per time point). **b** Peak time distribution of rhythmically expressed genes in the VTA showing two clusters at the beginning of the light and the beginning of the dark phase. **c** Phase shifts of core clock gene expression in the VTA compared with SCN, liver, eWAT. Positive values indicate phase delays of the VTA clock (*n* = 5 (SCN); 6 (eWAT); 8 (liver)); one-sample two-tailed *t*-test against chance level (0), ***p < 0.00 (SCN: *p* < 0.0001). **d** VTA gene expression rhythms in WT, *Per1/2* double mutants (Per1/2-Mut), and *Bmal1* deficient (Bmal1-KO) mice for *Bmal1*, *Per2, Rev-erba*, and *Th mRNA*. Data are shown as mean ± SEM; *n*-sizes for WT: 4 (ZT13) or 3 (all other TPs); Per1/2-Mut: 3 (ZT7) or 4 (all other TPs); Bmal1-KO: 3 (ZT7 and 19) or 4 (all other TPs); two-way ANOVA with Sidak post hoc test vs. WT; *p < 0.05; **p < 0.01; ***p < 0.001 (*Bmal1* and *Per2*: all indicated *p*-values <0.0001; *Rev-erb alpha*: Per1/2-Mut ZT7 *p* = 0.0013, all other indicated *p*-values <0.0001; *Th*: Per1/2-Mut ZT1/25 *p* = 0.0119, Bmal1-KO ZT1/25 *p* < 0.0001, and ZT19 *p* = 0.0174). Letters in brackets indicate 24-h rhythmicity (*p* < 0.05; CircWave); white box = light phase, black box = dark phase. All replicates are biologically independent samples. Source data are provided as a Source data file.

In WT mice, investigated clock genes showed a canonical phase distribution pattern with *Bmal1* expression peaking at the beginning of the rest and *Rev-erb alpha* and *Per2* at the end of the rest and the beginning of the active phase, respectively (Fig. 4d). In line with the dampened homeostatic and hedonic intake rhythms of clock-deficient *Per1/2* double-mutant and *Bmal1* knockout mice (Fig. 3), VTA clock gene expression rhythms were blunted in these animals (Fig. 4d). So far, these data were in line with our hypothesis that the VTA harbors a functional circadian clock, which might be involved in rhythmic appetite regulation.

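Genes induced by glucocorticoids were lower early in the light phase than early in the dark phase. All 16 that were measured had a mean below that of the early dark, with a median of −0.17 on the log2 scale (camera, adjusted p = 7.43e-13, and adjusted p = 3.24e-05 with an estimated correlation). In 5 of 100 assignments of the arrays, the real one included, some list had a camera p as small, and in 1 of 100, the real one, this list had. Of the 16 genes 3 passed over all transcripts (Sgk1, Zbtb16 and Klf9), and 10 were lower and 0 higher when adjusted over the list alone, in limma's test of the contrast. In the rhythm fit 9 members had an unadjusted p under 0.05, 2 an adjusted p under 0.05 over all transcripts and 8 when adjusted over the list alone. Among those 8 are Mt2, a metallothionein (fold 1.27, peak at ZT 13.5, adjusted p = 0.153), and Ddit4, an inhibitor of mTOR. Ddit4 was named after its values were seen. The 30 lists compared were written before the values were seen, and their adjusted p values are Benjamini-Hochberg adjusted over the lists.
Among lists of metabolism, 62 of 73 nuclear genes of oxidative phosphorylation had a higher mean in the early light (median 0.07, adjusted p = 9.64e-07), a call that was lost with an estimated correlation (adjusted p = 0.533 with an estimated correlation) and after a further quantile normalization (median 0.03, adjusted p = 0.360). Of 53 cytosolic ribosomal protein genes 41 were higher (median 0.06, adjusted p = 1.18e-05, and adjusted p = 0.515 with an estimated correlation), and their direction flipped after the quantile normalization (median −0.01, adjusted p = 0.760). The 2 mitochondrially encoded genes measured, ND3 and COX2, were higher by a median of 0.16 (adjusted p = 0.00637, and adjusted p = 0.233 with an estimated correlation), and after the quantile normalization the median was 0.12, with the adjusted p at 0.0525. Glycolysis genes had a median of 0.05 (17 measured, adjusted p = 0.0535, and adjusted p = 0.742 with an estimated correlation), with a median of −0.01 after the quantile normalization. They had an adjusted p under 0.05 (lowest 0.0148) without ZT0 replicates 2 or 3, ZT4 replicates 1, 2 or 3, ZT8 replicate 4, ZT12 replicates 1 or 2, ZT16 replicates 2 or 4, or ZT20 replicates 3 or 4, each left out alone. Cholesterol synthesis genes did not pass in the early light against the early dark (20 measured, median 0.02, adjusted p = 0.345). In the late light (ZT4 and ZT8) against the late dark (ZT16 and ZT20) they were higher by camera at its preset correlation (adjusted p = 9.35e-05), as were glycolysis genes (adjusted p = 0.00980), and an estimated correlation was not run for that contrast.
Among lists of responses to stimuli, 13 of 14 heat shock genes were higher in the early light (median 0.10, adjusted p = 1.87e-05, and adjusted p = 0.351 with an estimated correlation), with a median of 0.04 and an adjusted p of 0.0645 after the quantile normalization. Both cold-inducible genes, Cirbp and Rbm3, were lower in the early light (median −0.22, adjusted p = 0.00414, and adjusted p = 0.0686 with an estimated correlation), and both were rhythmic when adjusted over the list alone. In the late light against the late dark the direction of this list reversed, to higher in light (camera, adjusted p = 0.0210). Of 16 genes of ER stress 11 were higher (median 0.05, adjusted p = 0.0286, and adjusted p = 0.396 with an estimated correlation). That call was lost after the quantile normalization, which left the median at 0.05 (adjusted p = 0.101), and without ZT0 replicate 1 (0.131), ZT4 replicate 3 (0.0570), ZT12 replicate 1 (0.0694), ZT16 replicate 1 (0.0530) or ZT16 replicate 4 (0.0918). Immediate early genes showed no direction (16 measured, 8 higher, adjusted p = 0.802). Among lists of cell communication, genes of synaptic vesicles (17 measured, adjusted p = 0.393) and of feeding and reward peptides and their receptors (35 measured, adjusted p = 0.789) did not pass, and neither list had a member at an adjusted p under 0.05 in the rhythm fit (0 and 1 at an unadjusted p under 0.05). Of 25 glutamate and GABA receptor genes 4 had a higher mean in the early light (median −0.03, adjusted p = 0.124), and the list passed without ZT0 replicate 1 (0.0234), ZT0 replicate 3 (0.0322) or ZT4 replicate 2 (0.0475). Olfactory and vomeronasal receptor genes, which served as a comparison, had a median of −0.02 (1179 measured, adjusted p = 0.789, and 0.0421 without ZT0 replicate 4), which turned to 0.01 after the quantile normalization. This comparison list also passed, as lower in light, in the late light against the late dark (adjusted p = 0.000231).

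**Figure D4:**
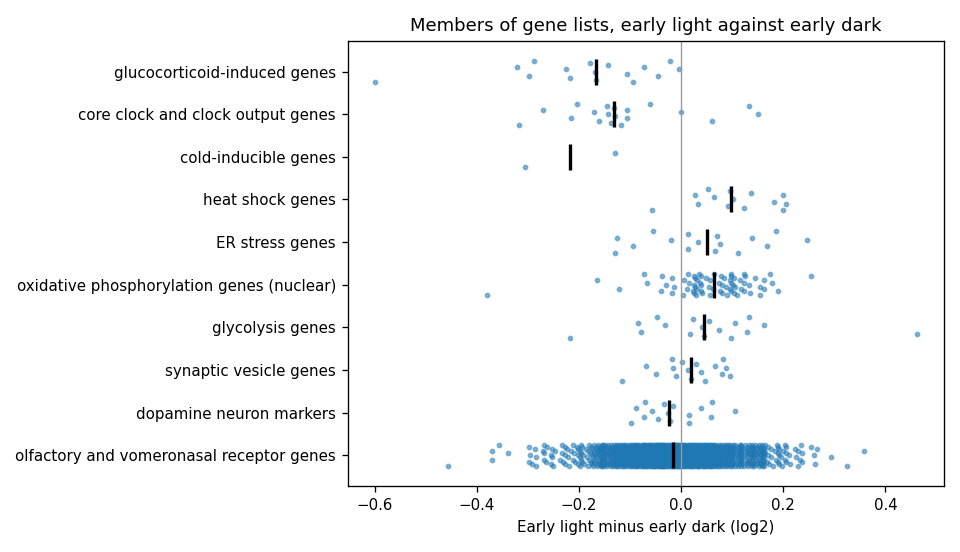
Difference between early light and early dark (log2, x axis) for each member of 10 of the gene lists. Each point is 1 gene and each black bar the median of its list. All 16 glucocorticoid-induced genes lie below 0, and the dopamine neuron markers lie on both sides of 0.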

Further support was provided by gene set enrichment analysis of rhythmic VTA transcripts, yielding high numbers of rhythmic mRNAs associated with metabolic processes (*n* = 496), response to stimuli (*n* = 376) as well as cell communication (*n* = 250) hinting to circadian clock-controlled neuronal communication routes. Moreover, VTA mRNA expression of the rate-limiting enzyme of dopamine biosynthesis, tyrosine hydroxylase (*Th*), was rhythmically regulated in WT, but not in clock-deficient mutant mice (Fig. 4d). Interestingly, maximal *Th* expression in WT mice was phase-aligned with elevated chocolate intake at the beginning of the rest phase. Moreover, reduced *Th* expression in the VTA of *Per1/2* mutants and *Bmal1* knockouts at this time was associated with blunted hedonic overconsumption (Figs. 3f, 4d).

Together, these analyses suggest the presence of a functional circadian clock in VTA neurons, coordinating rhythmic transcriptome regulation in this brain region. 

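Markers of dopamine neurons showed no detectable rhythm in these VTA punches, and no member of the glial, vascular or other neuronal marker lists passed the adjusted threshold over all transcripts. Fabp7, a glial gene on none of these lists, did pass it. Of 16 dopamine neuron markers measured, 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05 in limma's rhythm fit. Their median difference between early light and early dark was −0.02, with 6 of 16 above 0 (camera, adjusted p = 0.892, whose direction was the opposite of the median's). Of 8 genes of dopamine cofactor synthesis and breakdown, 2 had an unadjusted p under 0.05 and 0 an adjusted one. Of 12 oligodendrocyte markers 5 had an unadjusted p under 0.05 in the rhythm fit, 0 an adjusted p under 0.05 and 1 when adjusted over the list alone (Opalin, a myelin protein). The list was higher in the early light by a median of 0.04 (camera, adjusted p = 0.0375, and adjusted p = 0.515 with an estimated correlation), with a median of 0.01 and an adjusted p of 0.916 after a further quantile normalization. That call was also lost without ZT0 replicate 1 (0.116), ZT0 replicate 3 (0.0706), ZT4 replicate 2 (0.0757), ZT4 replicate 4 (0.0604), ZT12 replicate 4 (0.203) or ZT16 replicate 1 (0.153). Endothelial markers had 2 of 9 members rhythmic when adjusted over the list alone, Cldn5, a tight junction protein, and Slc2a1, a glucose transporter, and glutamate neuron markers 1 of 6 (Pou4f1, a transcription factor of neurons beside the VTA), with 0 over all transcripts in both lists. Microglia markers had 0 of 11 members at an unadjusted p under 0.05, and their adjusted p of 0.0795 by camera became 0.0202 without ZT0 replicate 4 and 0.0327 without ZT16 replicate 4. The lists of GABA (10 measured), serotonin (5), interpeduncular and cholinergic (9), mammillary (6), astrocyte (12), oligodendrocyte precursor (8), mural and meningeal (12), ependymal and choroid plexus (8) and blood cell markers (2) had 0 members rhythmic over all transcripts or over the list alone, 0 to 2 at an unadjusted p under 0.05, and adjusted p values by camera of 0.319 to 0.948. From the analyses it reports for the VTA, the paper proposes that a circadian clock operates in VTA neurons and coordinates the rhythmic transcriptome there.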

*Th* expression in the VTA was rhythmic in WT, but not in clock mutant mice. Similarly, hedonic overconsumption was dependent on clock function. Together, this makes the VTA clock a promising candidate for the diurnal regulation of hedonically motivated food intake.

### VTA clocks regulate hedonic overconsumption rhythms

To test whether the VTA clock is involved in homeostatic or hedonic appetite regulation, we characterized feeding behavior in mice with genetically inhibited circadian clock function specifically in the VTA. Stereotaxic injections of GFP/CRE recombinase-expressing adeno-associated virus in *Bmal1*^*flx/flx*^ mice were used to knockdown clock function in the VTA (VTA^Bmal1^-KD) with injections of AAVs expressing a scrambled cDNA sequence as controls. Targeting of virus injections was confirmed by analyzing GFP fluorescence on brain sections (Fig. 5a). Expression analyses from laser capture microdissections showed an AAV-mediated *Bmal1* KD of ca. 70% specifically in the VTA (Fig. 5b, Supplementary Fig. 3a, b). VTA^Bmal1^-KD mice showed normal homeostatic food intake rhythms (Fig. 5c). Diurnal hedonic overconsumption rhythms, however, were dampened and overall overconsumption reduced in VTA^Bmal1^-KD mice (Fig. 5d, Supplementary Fig. 3c). *TH* mRNA levels in the VTA of VTA^Bmal1^-KD mice were overall reduced (Fig. 5e), similar to those in *Bmal1*-KO mice (Fig. 4d), and associated with reduced NAc dopamine and increased 3,4-dihydroxyphenylacetic acid (DOPAC) concentrations as measured from micro-punches (Fig. 5f, g). Together, these findings suggest a reward-related impact of clocks in the VTA on diurnal food choice regulation and time-of-day-dependent changes in DA signaling in the NAc.

**Fig. 5:**
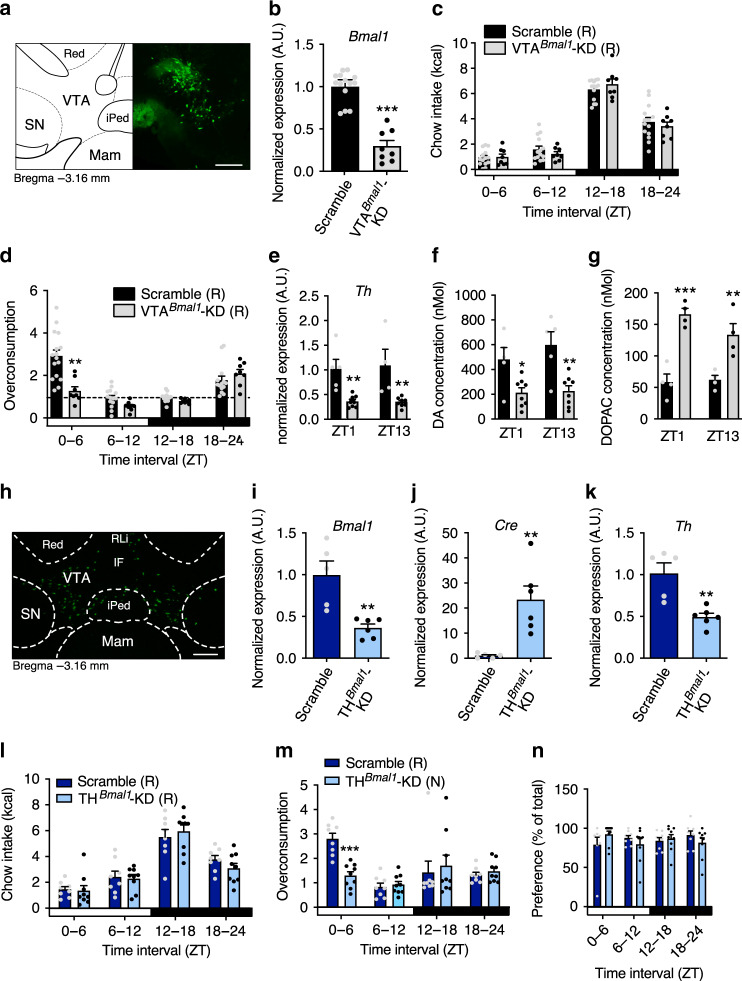
Hedonic appetite rhythms are regulated by circadian clocks in dopaminergic neurons of the VTA. **a** GFP fluorescence after stereotaxic GFP AAV injection into the VTA (white bar = 200 µm). **b** *Bmal1* gene expression at ZT1 seven weeks after AAV-mediated knockdown of *Bmal1* in the VTA (VTA^*Bmal1*^-KD; *n* = 8) and control mice (with scramble AAV injections; *n* = 14). **c**, **d** Chow intake (**c**) and hedonic overconsumption (**d**) of VTA^*Bmal1*^-KD and control mice (*n* = 14 for scramble AAV injections; *n* = 8 for VTA^*Bmal1*^-KD). **e** *Th* gene expression in the VTA of VTA^*Bmal1*^-KD and control mice. **f**, **g** Dopamine (**f**) and DOPAC (**g**) concentrations in the NAc of VTA^*Bmal1*^-KD and control mice. **h** zsGreen fluorescence after stereotaxic TH-Cre AAV injection into the VTA of zsGreen reporter mice (white bar = 200 µm). **i**–**k** mRNA expression at ZT1 of *Bmal1* (**i**), *Cre* (**j**), and *Th* (**k**) in the VTA of TH^*Bmal1*^-KD (*n* = 6) and control (scramble AAV-injected; *n* = 5) mice. **l**–**n** Chow intake (**l**), hedonic overconsumption (**m**), and chocolate preference (**n**) of TH^*Bmal1*^-KD (*n* = 9) and control mice (*n* = 8). Data are shown as mean ± SEM; unpaired two-sided *t*-test (**b**, **i**–**k**) or two-way ANOVA with Sidak post hoc test (**d**–**g**, **l**–**n**); **p < 0.01; ***p < 0.001. **b**: *p* < 0.0001; **d**: ZT0–6 *p* = 0.012; **e**: ZT1 *p* = 0.0037, ZT13 *p* = 0.0023; **f**: ZT1 *p* = 0.0199, ZT13 *p* = 0.0015; **g**: ZT1 *p* = 0.0001, ZT13 *p* = 0.0034; **i**: *p* = 0.0036; **j**: *p* = 0.0049; **k**: *p* = 0.0025; **m**: ZT0–6 *p* = 0.0006. White box = light phase, black box = dark phase; dashed lines depicting baseline chow intake. Red red nucleus, RLi rostral linear nucleus raphe, iPed interpeduncular nucleus, SN substantia nigra, Mam mammillary nucleus, IF interfascicular nucleus. All replicates are biologically independent samples. Source data are provided as a Source data file.

To further test this association, we manipulated *Bmal1* specifically in dopaminergic neurons of the VTA by bilateral stereotaxic injections of an AAV expressing CRE recombinase under control of the *TH* promotor, thus restricting CRE-mediated recombination to dopaminergic neurons (TH^*Bmal1*^-KD). Recombination was validated by injecting TH-CRE AAV into zsGreen reporter mice and analysis of zsGreen fluorescence on sections (Fig. 5h). *Bmal1* knockdown, *Cre* expression and suppression of *Th* mRNA in the VTA were confirmed by qPCR on laser capture microdissections (Fig. 5i–k, Supplementary Fig. 4a). Only mice with more than 50% reduction in VTA *Bmal1* mRNA levels were included in the analysis. Similar to VTA^*Bmal1*^-KD mice, *Bmal1* knockdown in dopaminergic neurons did not affect homeostatic chow intake, but blunted hedonic overconsumption rhythms (Fig. 5l, m, Supplementary Fig. 4b). Rest phase overconsumption was reduced by ca. 50% and largely comparable with the homeostatic intake at this time-of-day. Chocolate preference, again, was unaffected by time-of-day and consistently high (Fig. 5n, Supplementary Fig. 4b).

In summary, our findings assign a functional role to dopaminergic VTA circadian clocks in the regulation of hedonic overconsumption, but not homeostatic energy intake regulation across the day. Increased vulnerability to palatable food during the normal rest phase coincided with increased *Th* expression in the VTA and dopamine responses in the NAc. The importance of a functional clock in dopaminergic neurons for hedonic appetite was further supported by abolished hedonic overconsumption rhythms in mice without functional clocks in dopaminergic neurons of the VTA.

## Discussion

The increasing prevalence of obesity has been recognized by the World Health Organization (WHO) as one of today’s principal challenges of the health system. Recent studies in rodents and humans suggest that not only the amount, but also the timing of caloric intake plays an important role for the obesogenic properties of food, indicating a role of the circadian clock in the regulation of appetite and energy homeostasis^7,13^. To understand the interaction of different tissue circadian clocks with homeostatic and hedonic aspects of appetite regulation, we analyzed the diurnal control of bland and palatable food intake in mice with global and specific ablation of clock function in neurons of the central reward system. Our data suggest that clocks residing in dopaminergic neurons of the VTA regulate hedonic aspects of circadian appetite regulation, thus determining the vulnerability to palatable snacks across the day.

To define the chrono-disruptive effects of energy-dense diets, it is important to discriminate between different aspects of appetite regulation by disentangling homeostatic from hedonic circadian appetite rhythms^25^. Lever pressing or CPP experiments are often used to quantify the effects of different stimuli or genotypes at one time point, but do not consider circadian variations. We therefore modified the standard CPP paradigm to allow for consideration of time-of-day effects on homeostatically and hedonically motivated intake behaviors across the day. By comparing chow- with hedonic snack-induced place preference we revealed an anti-phasic regulation with increased homeostasis-driven behavior during the active phase and elevated hedonically motivated intake behavior during the rest phase. The interpretability of circadian experiments investigating CPP effects during the course of the day may be confounded by circadian clock-mediated learning and memory effects^16^ since rodents have to learn and recall a specific task during several training/conditioning sessions before behavior can be quantified on the test day (e.g., lever pressing^26^). Therefore, we employed a less learning-dependent ab libitum approach to investigate the different aspects of appetite regulation. Typical high-fat diet (HFD) or choice studies measure the net intake of HFD or choice diets over the course of the day, the outcome of which is often interpreted as rhythm of the reward system. However, both, HFD and choice intake^27^ are a combination of homeostatic demand-controlled and hedonically motivated intake and do not reflect hedonically motivated intake alone.

We therefore used a combination of hedonic/homeostatic choice experiments in an attempt to better distinguish hedonism- from homeostasis-driven intake behavior. By normalizing the caloric intake during the choice experiment (snack plus chow) to the homeostatic (non-choice) chow intake, i.e., calculating the capacity of the palatable snack to induce hyperphagy, or overeating, we were able to dissect both aspects of food intake. Our findings confirmed the CPP results, showing that circadian regulation of homeostatic and hedonic appetite show distinct temporal profiles with roughly anti-phasic rhythmicity. Of note, overconsumption rhythms in sweet drink intake appear slightly phase delayed as compared with palatable food (compare peaks in Fig. 2f). This may reflect differences in homeostatic rhythms (as indicated in Fig. 2b) or masking of the exact peak time by the coarse sampling interval of 6 h, but it may also point at distinct circuits transmitting VTA clock-controlled outputs to food appetite and thirst centers. In both cases, though, overconsumption is clearly confined to the normal rest phase. Such hedonically motivated behavior rhythms are in line with previously reported circadian effects of drug addiction, in which comparable brain regions are involved^28^. Interestingly, not only rodents exhibit elevated drug sensitization during the rest phase^29,30^; drug overdosing in humans also occurs more frequently during that time^31^ and comparable mechanisms for palatable food/liquid intake/addictions are obvious^32^.

CPP and choice experiments, together, suggest two different circadian circuits regulating homeostatic and hedonic appetite rhythms, respectively. This is further corroborated by our finding that clock-deficient mice (here: *Per1/2* double mutants and *Bmal1* knockouts) with dampened homeostatic intake rhythms^33^ show abolished hedonic appetite rhythms even under rhythmic environmental (LD) conditions. Of note, sweet preference—which is sometimes interpreted and defined as liking—was unaffected in both lines.

Hedonic stimuli are thought to activate the dopaminergic mesolimbic system^15^. Although it is well established that dopaminergic circuits regulate addictive behaviors, the physiological relevance of the circadian clock machinery in these brain regions, especially in the VTA, is still under discussion. Firing of dopaminergic neurons and dopamine release show circadian patterns^34,35,40^. Furthermore, genes involved in reward-related behaviors like *Th* are rhythmically expressed in the VTA^40–44^ and the sensitivity of the dopaminergic reward circuit is higher during the rest phase^29^. Our own experiments support these findings showing higher responsivity of dopamine release in the NAc after a chocolate snack in the morning than in the early night. On the other hand, clock-controlled luciferase rhythms are poor in VTA explants^45,46^. Despite this, our transcriptome analysis of VTA punches of WT mice revealed a robust diurnal transcriptome oscillation in the VTA, with ca. 10% rhythmic genes, which is very similar to numbers reported from other tissues^20^. 

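The 7 rhythmic transcripts had a median peak-to-trough fold of 1.34. Among the 2085 transcripts at an unadjusted p under 0.05 it was 1.17, with 1.13 at the 10th and 1.28 at the 90th percentile. Over all 23410 transcripts the median fold was 1.07. A fold above 2 was fitted for 2 transcripts, Fabp7 and Trdn, a calcium release protein of muscle. Trdn had a low mean level (4.67 on the log2 scale) and did not pass the adjusted threshold (fold 2.18, adjusted p = 0.278 from limma), and was named after its values were seen. The median residual SD between mice was 0.13 on the log2 scale. Of the 2085 transcripts 1013 had a mean above the median of all transcripts, and their median fold was 1.16.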

Phasing of core clock gene oscillations in the VTA was comparable to that of other tissues involved in energy metabolism^20^. In clock mutant mice with non-rhythmic hedonic appetite, VTA clock gene expression rhythms were abolished. More interestingly, *Th* mRNA expression had its maximum at the beginning of the active phase^41,42,44^ aligning with the hedonic overconsumption peak in WT mice and correlating with blunted overconsumption rhythms in clock-deficient mice. These findings point to a potential role of VTA clocks in the regulation of hedonic appetite rhythms. Indeed, ablation of VTA clock function by knockdown of the core clock gene *Bmal1* specifically in the VTA ablated hedonic, but not homeostatic, appetite rhythms. In line with the putative role of dopaminergic VTA/NAc communication in addiction and reward behavior^47–50^, mice with VTA-specific *Bmal1* knockdown showed reduced dopamine concentrations in the NAc at the beginning of the rest phase. NAc DOPAC levels were at the same time increased in these mice suggesting altered dopamine turnover at NAc targets. Consistently, mice with dopaminergic neuron-specific *Bmal1* knockdown showed normal homeostatic intake but dampened hedonic overconsumption rhythms. This highlights the importance of the dopaminergic clock in regulation of hedonic appetite rhythms independent of homeostatic MBH circuits or the SCN master pacemaker. Intriguingly, while baseline dopamine levels in the NAc of wild-type animals were higher during the active phase, dopamine responses to palatable food were stronger during the rest phase suggesting that changes in dopamine signaling rather than dopamine tone itself may determine snack intake. Further experiments investigating hedonic snack-induced alterations in NAc dopamine concentrations over the course of the day as well as studies manipulating the dopamine cascade downstream of the VTA will be crucial to fully elucidate the molecular mechanisms regulating circadian appetite rhythms, their interaction with MBH circadian circuits, and to understand the role of dopaminergic clocks in body weight regulation.

Various recent studies in mice and humans suggest that the timing of food intake may be as important for metabolic homeostasis as the amount of energy itself (rodents^3,7,9,51^; humans^10–13^). In the light of increasing chrono-disruption in modern societies—e.g. from shiftwork, artificial lighting or frequent long-distance travel—a better knowledge about the circuits controlling reward-motivated feeding behavior may provide important tools in fighting the worldwide pandemic of obesity and metabolic disorders.

Our data describe a circadian mechanism controlling hedonic appetite independent of homeostatic energy demands and focused on a different phase of the day. Clocks located in the dopaminergic neurons of the VTA define a critical time window sensitizing the organism to the hyperphagic effects of palatable food. This may offer a mechanistic explanation for the observation that access to palatable food results in extended daily feeding periods promoting hyperphagy and circadian rhythm disruption^3,52,53^. While, from an evolutionary perspective, it might be beneficial to prefer high-energy food at the end of the active/beginning of the rest phase, when it can be optimally converted into body mass and for energy storage during sleep, in an environment of food abundance this may become a liability and promote the development of obesity as observed in modern societies worldwide.

## Methods

### Animal models and housing conditions

For all experiments, adult male mice from the breeding colony of the University of Lübeck or the Max-Planck Institute for Metabolism Research in Cologne were used. The transcriptome analysis was performed with C57BL/6N mice. For all other experiments, 2–4 months old mice on a C57BL/6J background—wild-types (WT), clock gene mutants (*Per1/2*-mutants, *Bmal1* knockout (*Bmal1*-KO)), *Bmal1*^*flx/flx*^, and zsGreen reporter mice^54^—were used. Metabolic phenotypes have previously been reported for clock gene mutant mice including lower body weight, but increased adiposity in *Bmal1* deficient^55,56^ and increased body weight and alterations in lipid metabolism in *Per1/2* mutant mice^57,58^. Of note, we did not find significant differences in total food intake or food choice between genotypes in the young mice used in our study (Fig. S1c). All mice were individually housed under standard laboratory conditions with a 12-h light-dark cycle (LD), 22 ± 2 °C and a relative humidity of 60 ± 5% and with ad libitum access to food (breeding chow 2988 kcal/kg; Altromin, Lage, Germany) and water if not stated otherwise. Experiments in constant darkness (DD) where performed on the second day after lights off in mice previously entrained to LD for at least 2 weeks. Different experimental groups were weight- and age-matched. All experimental protocols were approved by the Committee on Animal Health and Care of the State Government of Schleswig-Holstein and were performed according to international guidelines on the ethical use of experimental animals.

### Conditioned place preference

One week prior and during the conditioned place preference (CPP) experiment, food intake of mice was reduced to 85% of their ad libitum food intake (ca. 3 g of chow/day), reducing body weight by about 10%^59^, in order to increase their motivation to search for food. After 1 week, mice were habituated, conditioned, and tested (Fig. 1a) using a three-chamber conditioned place preference system placed in a light-tight and noise-reducing chamber (CPP: TSE Systems, Bad Homburg, Germany). Walls of the two conditioning compartments were uniform gray with orange illumination (30 Lux; left compartment) and black/white striped with yellow illumination (30 Lux; right compartment), respectively. Habituation was performed on 2 consecutive days for 15 min each (day 1 and 2). On day 3, a pre-test, defining place preference, was performed, followed by the conditioning phase from day 4 to 15 and the final test on day 16. To ensure an unbiased CPP^60^, mice with a strong site preference in the pre-test were excluded from further experiments. During the conditioning phase mice of the chow groups were alternately conditioned for 15 min with chow (C^+^; day 4, 6, 8, 10, 12, 14) in the less-preferred compartment. On the following day (C^−^; day 5, 7, 9, 11, 13, 15) mice were conditioning for 15 min in the opposed compartment (preferred compartment during the pre-test) without chow. The cookie groups were equivalent alternately conditioned with cookie (4.95 kcal/g; Coppenrath und Wiese, Osnabrück, Germany) and an opposed empty box. The pre-test, conditioning and CPP of both rest phase groups were performed at ZT4–6 (ZT0 is defined as lights on, ZT12 as lights off), both nighttime groups were pre-tested, conditioned and tested at ZT16–18. Chow/snack intake during these conditioning phases was measured manually. On day 16, CPP was investigated (by using TSE LabMaster Place Preference V5.5.9) and preference index (PI) of the first 5 min was calculated (PI = time spent in snack-conditioned box/time spent in other compartments).

### Homeostatic and hedonic food intake

Homeostatic food intake was measured in ad libitum-fed mice in 6-h intervals either under standard LD conditions or on the second day in DD. For defining hedonic appetite mice had access to chocolate snacks (Milka Naps Milk Chocolate; 5.3 kcal/g; Mondelēz International, East Hanover, USA) ad libitum and additionally to chow. After an overnight habituation to the snack, chow and chocolate intake were measured in 6-h intervals over the course of the day and chocolate preference (chocolate intake/total intake [chow + chocolate]) as well as overconsumption (total caloric intake [chow + chocolate]/homeostatic ad libitum chow caloric intake; Fig. 2a) were calculated.

### Homeostatic and hedonic drinking behavior

Homeostatic and hedonic drinking behaviors were measured in choice lickometer cages equipped with two bottles (Campden Instruments, Loughborough, UK) under standard LD conditions and on the second and third day in DD. For homeostatic intake, licks (measured by using Scurry Activity System 1.7.0.0) of both bottles filled with tap water were determined at 6-h intervals over 2 days. Afterward, the less-preferred bottle was exchanged with a bottle containing either 10% sucrose or 1% sucralose in tap water and licking behavior from both bottles was recorded. Overconsumption and hedonic preference were calculated as described for food intake measuring licks instead of calories.

### Relative mRNA expression

Brain tissue for quantitative real-time PCR (qPCR) was harvested either from decapitated mice (WT and *Per1/2*; Fig. 4) or PFA-perfused mice (VTA-KD; Fig. 5). After decapitation, brains were quickly removed, frozen on dry ice and cryo-sectioned (12 µm; CM3050S, Leica Biosystems, Nussloch, Germany). VTA containing brain sections were placed on membrane slides (Membran Slide 1.0 PEN, Carl Zeiss, Oberkochen, Germany) and VTA was dissected using a laser dissection microscope (Palm Microbeam, Zeiss Microimaging, Oberkochen, Germany). Of each mouse, three dissected VTA sections were pooled. Total RNA was extracted using Direct-zol RNA Micro-Prep kit (Zymo Research, Irvine, USA) according to the manufacturer’s protocol. cDNA synthesis was performed using the High-Capacity cDNA Reverse Transcription Kit (Life Technologies, Carlsbad, USA) with random hexamer primers followed by qPCR reaction (CFX96 thermocycler, Bio-Rad, Munich, Germany, software: Bio-Rad CFX Manager 3.0) using GoTaq qPCR Master Mix (Promega, Madison, USA). Relative gene expression was quantified using the ΔΔ threshold cycle (Ct) method^61^. *Eef1α* was used as reference gene for all experiments. Primer sequences are provided in Supplementary Table 1). PFA-perfused brains were removed, sucrose dehydrated (30%) and frozen in dry ice cooled isopentane followed by cryo-sectioning (20 µm, for details see immunohistochemistry below). Laser-dissected VTA sections (3 per mouse) were pooled and mRNA isolated using RNeasy FFPE Kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. cDNA synthesis and qPCRs were performed as explained above.

### Transcriptome analysis

Under standard LD conditions, C57BL/6N mice were sacrificed at 6-h intervals (4 mice over a period of 24 h, brains removed and shock-frozen in liquid nitrogen. Using a brain slicer, 0.5-mm sections including the VTA were prepared. VTA was punched and total RNA was isolated from the tissue using RNeasy Mini Kit (Qiagen, Hilden Germany) according to the manufacturer’s protocol. cDNA synthesis, labeling, and hybridization (GeneChip Mouse Gene 1.0 ST Array Affymetrix, Santa Clara, USA) were performed by the Cologne Center for Genomics/Cellular Stress Responses in Aging-Associated Diseases (CCG/CECAD) according to standard protocols. Microarray data were deposited in the GEO database (GSE125812). Raw data were normalized to the average of each gene followed by circadian rhythm analysis performed with CircWave with a *p*-value cut-off of 0.05^62^. Peak time calculation in 0.1-h intervals was performed by sine wave regression. Rhythmic genes were sorted by phase and visualized in a double-plotted heat map using the matrix2png interface. Peak time comparison of core clock genes in the VTA was performed with published gene expression data sets (SCN^63^, liver^8^, eWAT^64^) enrichment analysis was performed using WebGestalt^65^.

### Dopamine and DOPAC quantification

Tissue concentrations of dopamine and its metabolite, 3,4-dihydroxyphenylacetic acid (DOPAC), were determined by high-performance liquid chromatography (HPLC). After decapitation, brains were removed and shock-frozen on dry ice. Brains were sliced on ice in 1 mm thin sections including the NAc, which was bilaterally punched. NAc samples were homogenized in PBS/PCA (100 µl PBS + 5 µl perchloric acid, 3.3%) followed by centrifugation (4 °C, 15,000 × *g*). Remaining supernatant was investigated for the content of dopamine and its metabolite DOPAC using a C18 column (Eurosphere 100, 5 µm, column size 250 × 4 mm) and a precolumn (30 × 4 mm). The isocratic mobile phase (0.1 M citric acid monohydrate, 0.3 mM Na_2_EDTA, 0.5 mM sodium octane-sulfonate, 11.5% methanol, pH 3.0, degassed by helium) was pumped at a flow rate of 1.0 ml/min at 3 °C. The compound was detected electrochemically using a glassy carbon electrode set at a potential of 800 mV relative to an Ag/AgCl reference electrode (electrochemical detector type CLC 100, Chromsystems, Gräfelfing, Germany) with a detection limit of 100 fmol/injection.

### Central manipulation of VTA clocks

To genetically manipulate clock function specifically in the VTA or in VTA dopaminergic neurons, 0.5 µl of a CRE-expressing adeno-associated virus (VTA-KD: AAV/DJ-GFP-iCRE, titer 0.5 × 10^13^ GC/ml; dopaminergic neuron-specific-KD: AAV2-rTHp-iCRE, titer 6.8 × 10^12^ GC/ml; Vector Biolabs, Malvern, USA) or AAVs of the same serotypes carrying a scrambled Cre cDNA sequence as controls were bilaterally injected into the VTA (coordinates: ±0.5 mm lateral, 2.8 mm posterior, and 4.75 mm ventral relative to Bregma) of *Bmal1*^*flx/flx*^ or zsGreen reporter mice. The injection was performed over 2 min and the needle was held in place for another 5 min to prevent backflow of virus solution. Five to seven weeks after manipulation food intake measurements, knockdown validation and dopamine quantifications were performed.

### Microdialysis in the NAc

Two holes were drilled in the back of the right and left hemisphere, respectively, to insert two screws (00-96x 1/16, Bilaney Consultants, Düsseldorf, Germany) as an additional hold for the cannula. The microdialysis cannula (CMA7, shaft length 3.9 mm, closed with a dummy, Harvard Apparatus, Cambridge, USA) was implanted anterior of the NAc (coordinates −1.25 mm lateral to midline, 1.5 mm anterior to Bregma, −3.9 mm ventral) and fixed with dental cement. The probe (CMA7 1 mm cuprophane membrane, cut-off 6 kDa, shaft length 3.9 mm, Harvard Apparatus) was 1 mm longer, targeting the NAc directly (coordinates: −1.25 mm lateral to midline, 1.5 mm anterior to Bregma, −4.9 mm ventral). Mice were accustomed to the microdialysis setting, a transparent half-shell, three times for 30 min prior to the microdialysis. Tubings were flushed with the perfusate (125 mM sodium chloride, 5 mM potassium chloride, 2 mM calcium chloride dehydrate, 1.25 mM potassium dihydrogen phosphate, 1 mM magnesium sulfate heptahydrate, 25 mM sodium hydrogen carbonate, and 0.01 mM ascorbic acid, in Milli-Q purified water, pH adjusted to 7.4 with 85% orthophosphoric acid, sterile filtration 0.2 µm and sonicated) at a flow rate of 13 µL/min. Mice belonging to the ZT0 group were fasted at ZT8 the day before microdialysis, mice of the ZT12 group at ZT5.5 on the day of experiment. For the microdialysis, mice were placed in the half-shell provided with bedding material and 1% agarose gel as water source. Microdialysis was started with a 1-h probe equilibration time at ZT0 or ZT12, respectively, with a flow rate of 0.6 µL/min. Afterward, microdialysate was collected in BSA-coated tubes in 1.8 µL 1 mM ascorbic acid on ice from ZT1–3/13–15 in 20 min sampling intervals. At ZT2.33/14.33 a chocolate snack was provided (four RUF milk chocolate drops, ~0.58 g, RUF, Quakenbrück, Germany). To determine the effect of the chocolate snack on dopamine release, microdialysate was collected from ZT2.66–4.33/14.66–16.33 in 20-min intervals. For dopamine quantifications 5 samples (20 min each) were pooled for baseline measurements and after chocolate concentrations, respectively, and analyzed by ELISA (NOVUS Biologicals, Centennial, USA, cat. no. NBP2-67270). Snack-induced changes in dopamine levels were calculated against pre-chocolate baseline levels for each individual and expressed as percent change with negative values indicating a decrease in dopamine concentrations. For post-experimental confirmation of cannula positioning, brains were sectioned in coronal slices (20 µm) with a cryostat (Leica) and stained with hematoxylin and eosin.

### Statistical analysis

Statistical differences were investigated by two-tailed *t*-test or two-way ANOVAs with post hoc tests (as stated) using GraphPad Prism software (GraphPad, La Jolla, United States). Oscillations of intake or transcriptome data were analyzed with CircWave^62^. PIs of CPP experiments were further investigated by one-sample *t*-test against chance level using Minitab17 (Additive GmbH, Friedrichsdorf, Germany).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Supplementary Dataset 1

## Data Availability

Microarray data are accessible via GEO database (GSE125812). Source data for Figs. 1–5 and Supplementary Figs. 1–4 are provided as a Source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Circadian regulation of hedonic appetite in mice by clocks in dopaminergic neurons of the VTA
**Source:** Nat Commun. 2020 Jun 17;11:3071. doi: 10.1038/s41467-020-16882-6
**Supplement:** Supplementary file 1 — Supplementary Information

Koch, Begemann et al.

Circadian regulation of hedonic appetite in mice by clocks in dopaminergic neurons of the VTA

### **Supplementary Material**

#### *Contents:*

Supplementary Figures 1-4  
Supplementary Table 1

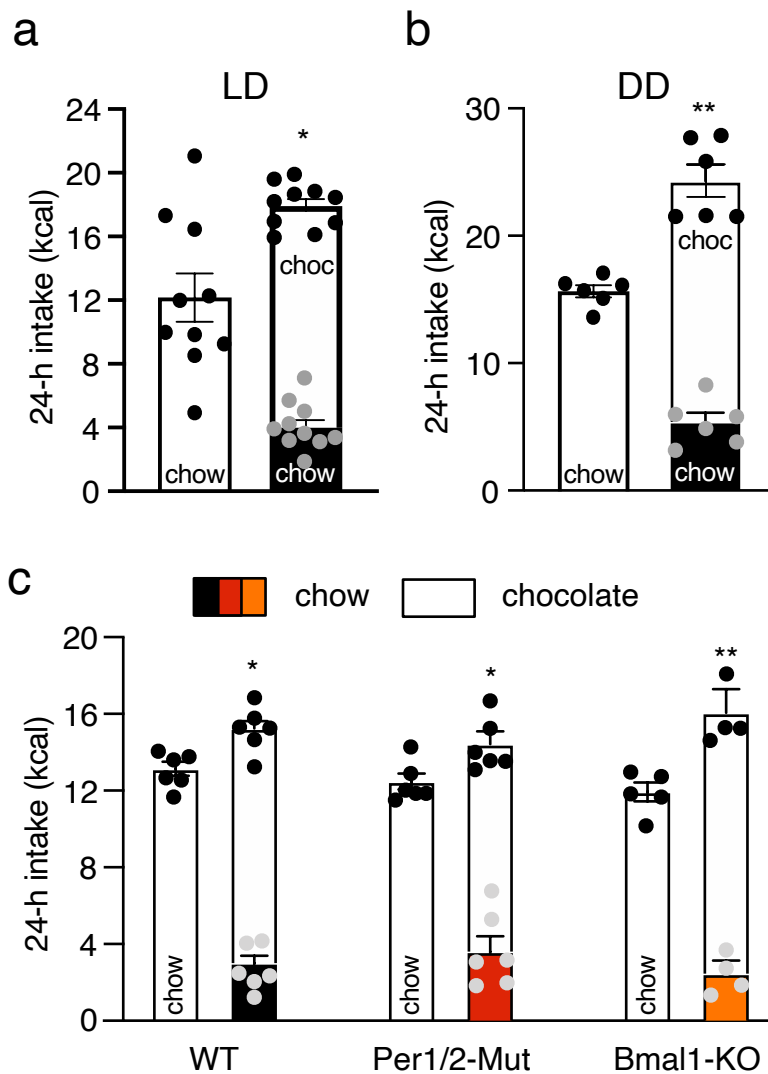

**Supplementary Fig. 1: Caloric intake of WT and clock mutant mice.**

a, b) Cumulative caloric intake of WT mice with *ad libitum* access to chow only (left bar) or *ad libitum* choice access to chow & chocolate (right bar) under standard light/dark conditions (LD) (a; n = 10) and in DD (b; n = 6). c) Cumulative caloric intake of WT (n = 5), *Per1/2* double mutants (n = 6) and *Bmal1* KO mice (n = 4) with either *ad libitum* access to chow only (left) or *ad libitum* choice access to chow & chocolate (right) under standard LD conditions. Data are shown as mean  $\pm$  SEM; t-test (a & b) or two-way ANOVA (c) with *post-hoc* test, \* p < 0.05; \*\* p < 0.01 (a: p = 0.0201; b: p = 0.0032; c: WT p = 0.0451, *Per1/2*-Mut p = 0.0413, *Bmal1*-KO p = 0.0277). All replicates are biologically independent samples. Source data are provided as a Source Data file.

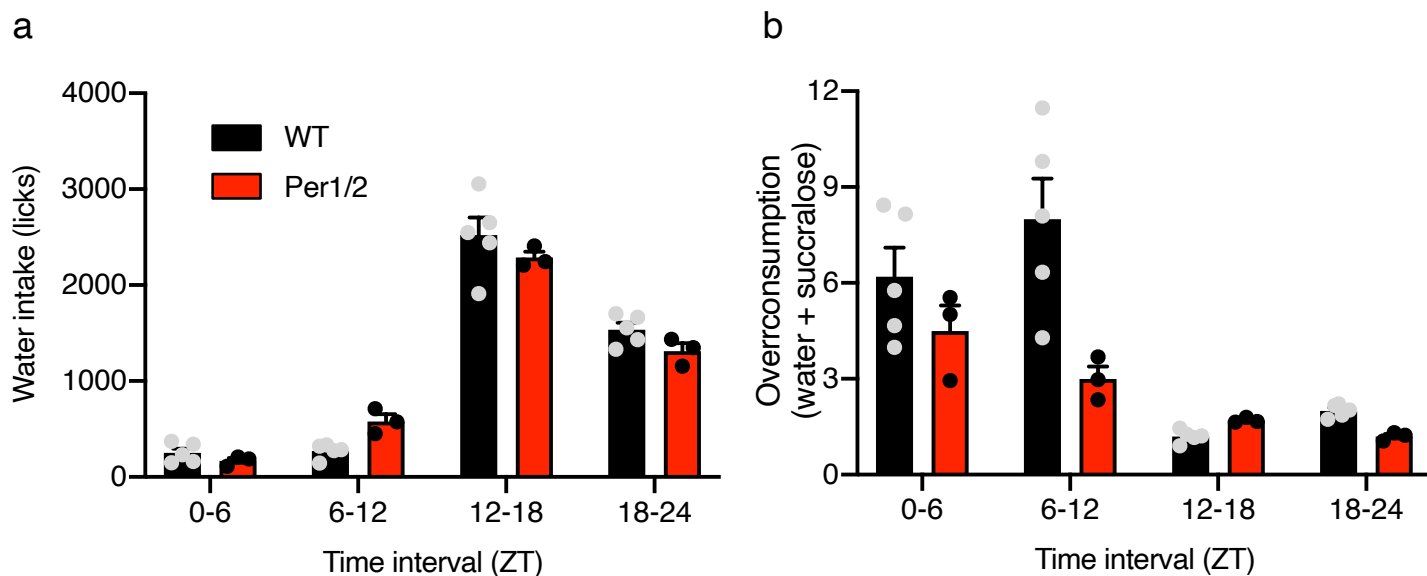

### Supplementary Fig.2: Hedonic overconsumption of WT and *Per1/2* double mutants.

Homeostatic water intake (licks) (a) and sucralose & water (b) overconsumption of WT (black,  $n = 5$ ) and *Per1/2* double-mutant mice (red,  $n = 3$ ). Data are shown as mean  $\pm$  SEM; two-way ANOVA with *post-hoc* test; WT vs. *Per1/2*; white box = light phase, black box = dark phase; dashed line depicting homeostatic water intake. All replicates are biologically independent samples. Source data are provided as a Source Data file.

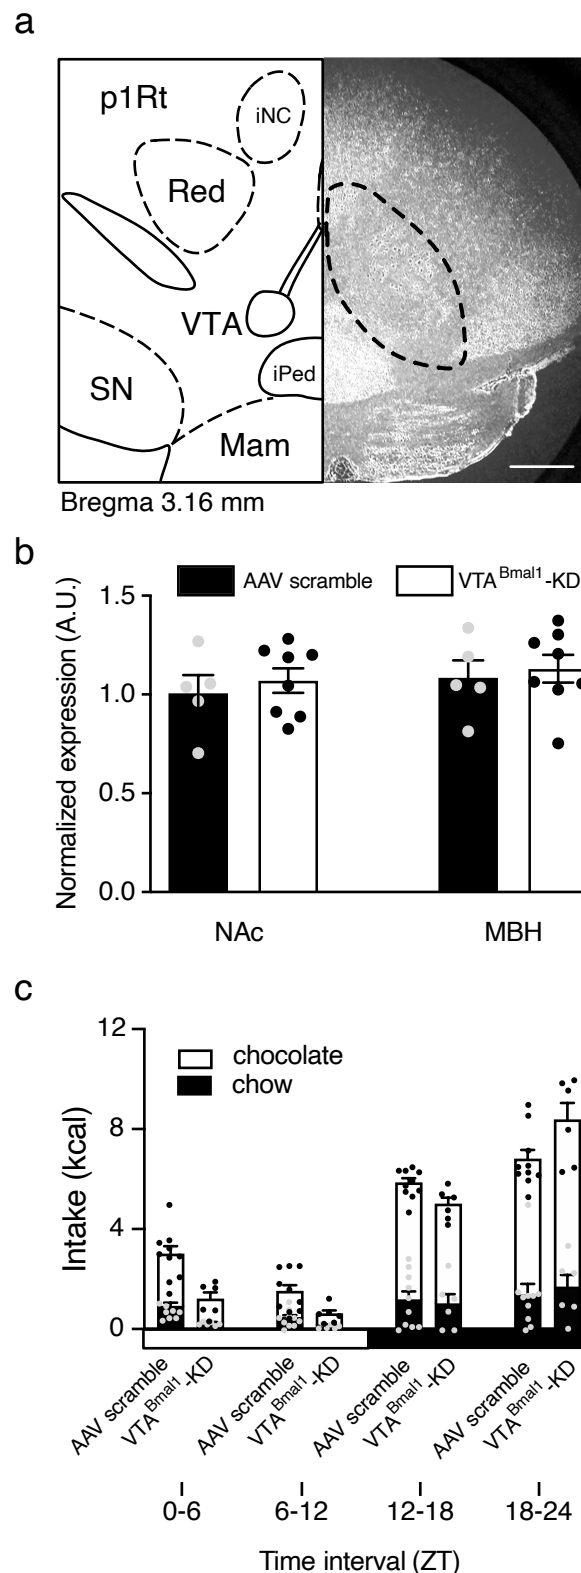

**Supplementary Fig.3: Validation of knockdown and choice intake in mice with specific knockdown of *Bmal1* in VTA neurons.**

a) Diagram depicting excision area (dashed oval on the right) for VTA-specific quantification of gene expression (white bar indicates 200  $\mu$ m). Micrographs were taken prior to dissection for all animals ( $n = 13$ ). b) *Bmal1* mRNA expression in the NAc and the MBH of VTA<sup>Bmal1</sup>-KD mice ( $n = 8$ ) and controls ( $n = 5$ ). c) Chocolate/chow choice intake rhythms of VTA<sup>Bmal1</sup>-KD mice ( $n = 8$ ) and controls ( $n = 5$ ). Data are shown as mean  $\pm$  SEM. White box = light phase, black box = dark phase; p1Rt – p1 reticular formation; iNC – interstitial nucleus of Cajal; Red – red nucleus; iPed – interpeduncular nucleus; SN – substantia nigra; Mam – mammillary nucleus. All replicates are biologically independent samples. Source data are provided as a Source Data file.

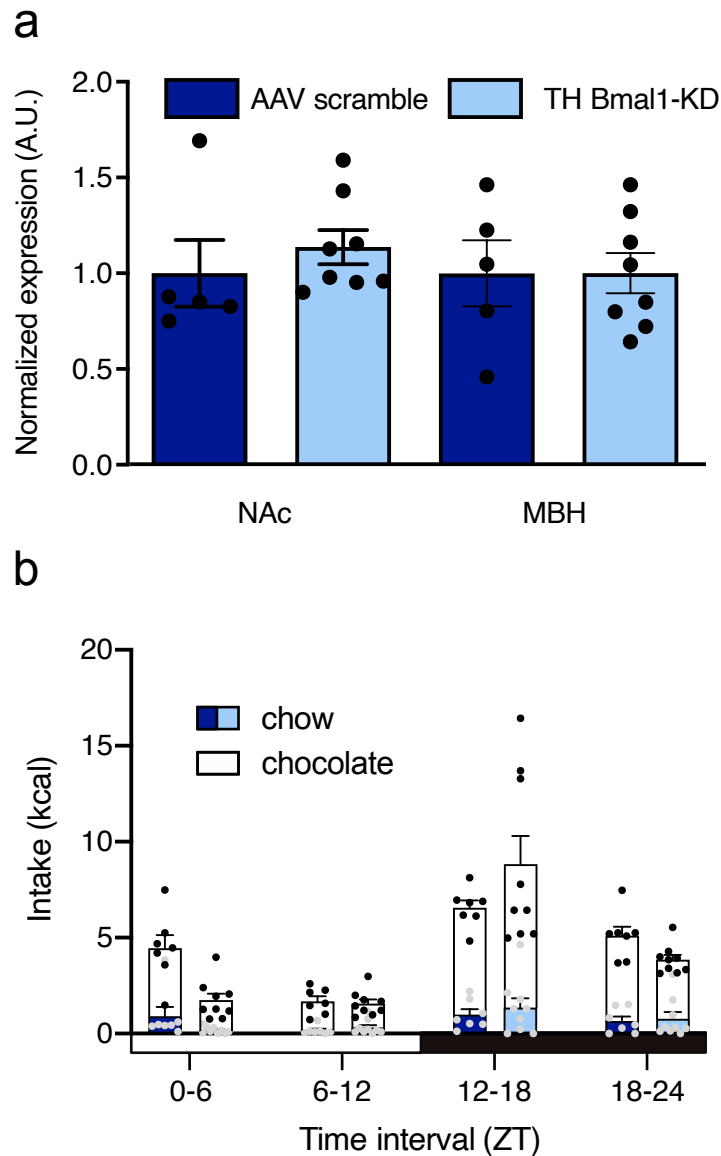

**Supplementary Fig.4: Validation of knockdown and choice intake in mice with specific knockdown of *Bmal1* in TH neurons.**

a) *Bmal1* mRNA expression in the NAc and the MBH of TH<sup>*Bmal1*</sup>-KD mice (n = 9) and controls (n = 8). A) Chocolate/chow choice intake rhythms of TH<sup>*Bmal1*</sup>-KD mice (n = 9) and controls (n = 8). Data are shown as mean ± SEM. White box = light phase, black box = dark phase. All replicates are biologically independent samples. Source data are provided as a Source Data file.

**Supplementary Table 1:** Primer sequences

| <b>Transcript</b>    | <b>Forward primer (5'-&gt;3')</b> | <b>Reverse primer (5'-&gt;3')</b> |
|----------------------|-----------------------------------|-----------------------------------|
| <i>Bmal1</i>         | <i>CCTAATTCTCAGGGCAGCAGAT</i>     | <i>TCCAGTCTTGGCATCAATGAGT</i>     |
| <i>Cre</i>           | <i>CCCTGTTTCACTATCCAGGT</i>       | <i>GGGTAACATAAAGTGGTCGAG</i>      |
| <i>Eef1a</i>         | <i>TGCCCCAGGACACAGAGACTTCA</i>    | <i>AATTCACCAACACCAGCAGCAA</i>     |
| <i>Per2</i>          | <i>GCCAAGTTTGTGGAGATTCCTG</i>     | <i>CTTGACCTTGACCAGGTAGG</i>       |
| <i>Rev-erb alpha</i> | <i>AGCTCAACTCCCTGGCACTTAC</i>     | <i>CTTCTCGGAATGCATGTTGTTT</i>     |
| <i>Th</i>            | <i>TCTCCTTGAGGGGTACAAAACC</i>     | <i>ACCTCGAAGCGCACAAAGT</i>        |

# Supplementary material for: Circadian regulation of hedonic appetite in mice by clocks in dopaminergic neurons of the VTA
**Source:** Nat Commun. 2020 Jun 17;11:3071. doi: 10.1038/s41467-020-16882-6
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Water intake: Scurry Activity System 1.7.0.0; CPP: TSE LabMaster Place Preference V5.5.9; qPCR: Bio-Rad CFX Manager 3.0

Data analysis

GraphPad Prism 5,7 & 8; CircWave V3.3; Minitab 17

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Transcriptome data: GEO GSE125812

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were selected in accordance with previous experiments and publications in the circadian/behavioral field. 24-h transcriptome profiles are typically determined with n=2-3 (e.g. Panda et al. Cell. 2002 May 3;109(3):307-20; Husse et al. Sleep. 2017 Jun 1;40(6): per time point and selected results were validated by qPCR on different samples (n = 3-5; e.g. Cho et al. Nature. 2012 Mar 29;485(7396):123-7). Due to the individual variability in behavioral studies more replicates were necessary for CPP (n = 10; e.g. Wan et al. Neuroscience. 2017 Mar 6;344:67-73; Zhou et al. Nat Neurosci. 2019 Dec;22(12):1986-1999) and intake experiments (n = 8-14; e.g. Minaya et al. Physiol Behav. 2016 Oct 1;164(Pt A):395-9; Liu et al. Nat Protoc. 2018 Jul;13(7):1686-1698. Following the 3R ethical principle less animals were used when effect sizes were larger than expected and results became significant. Since the intake studies were independently repeated with different mutant lines and respective controls with comparable results, we assume that cohort sizes were sufficient here. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | In all cases a minimum of 3 (up to 14) biological replicates were used as indicated. All replicates were included in the analysis. Behavioral assays (Figs. 1-3, 5) were done in at least two independent experiments (with comparable outcomes) and results pooled.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | To exclude weight and age effects, all mice were age- and weight-matched and then randomly designed to one group.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Blinding        | Investigators were blinded during all data collection and analysis whenever possible. Blinded data collection during CPP was not possible since light conditions and snack treat treatment were different between groups. CPP data analyses were blinded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

- n/a Involved in the study
- ☒ ☐ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Human research participants
- ☒ ☐ Clinical data

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | For all behavioral experiments mixed-gender mice of 2-4 months of age on a C57/BL6J background were used. Genotype details are provided in the methods section.                                                                        |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                 |
| Field-collected samples | No field-collected samples were used in the study                                                                                                                                                                                      |
| Ethics oversight        | All experimental protocols were approved by the Committee on Animal Health and Care of the State Government of Schleswig-Holstein and were performed according to international guidelines on the ethical use of experimental animals. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Circadian regulation of hedonic appetite in mice by clocks in dopaminergic neurons of the VTA
**Source:** Nat Commun. 2020 Jun 17;11:3071. doi: 10.1038/s41467-020-16882-6
**Supplement:** Supplementary file 4 — Supplementary Dataset 1

Koch, Begemann et al.

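Supplementary Data 1 gives, for each probe set that the authors call rhythmic in the VTA, a phase in ZT and a relative amplitude from their fit to the arrays. The paper's list holds 3300 probe sets, all of which were found among the deposited values. Of these, 1991 have a gene in the array's annotation and 1309 have none. At an unadjusted p under 0.05 over all probe sets, the moderated fit used here called 3456, of which 2988 are on the paper's list. An unmoderated F-test called 3375, of which 3159 are on the list, and a forward harmonic regression written after the description of CircWave called 3940, of which 3163 are on the list. The peak time fitted here lay within 1 h of the paper's phase for 3298 of the 3300 (99.9%), with a median difference of 0.0777 h, where both fits use the same arrays. Relative amplitudes had a rank correlation of 0.953 with those of the paper, taken across probe sets, which are not independent replicates. All 7 transcripts at an adjusted p under 0.05 are on the list.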

Circadian regulation of hedonic appetite in mice by clocks in dopaminergic neurons of the VTA

Supplementary Data Set 1

List of rhythmic genes in the VTA

How the deposited data were processed for this re-analysis (not part of the article)

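VTA punches of 24 male C57BL/6N mice, 4 at each of 6 time points, were measured on 1 array each. The authors deposited 1 table of log2 values, which they made with RMA (background correction, quantile normalization between arrays and median polish over the probes of a probe set) in R 2.13.1. Values ranged from 2.27 to 14.1. The paper states that values were then normalized to the average of each gene before CircWave was run, a step that the deposited values do not include. CircWave was not available and was replaced by the fits described here. No column of the table was left without a condition (0 unmapped columns).

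The table holds 35556 probe sets. Probe sets with a gene in the array's annotation were treated as transcripts (23410, of which 21789 have 1 gene and 1621 several), and 12146 have none. Gene names were updated through the gene table of the GRCm38.p6 assembly for the 21698 probe sets whose gene identifier matched it, and no coordinates were used. The transcripts represent 19856 genes, each represented in lists by its probe set with the highest mean, and 23168 distinct sets of values.

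All computations were run in R 4.3.3 with limma 3.58.1, and plots were drawn with matplotlib 3.10.9. For rhythms, the log2 values were fitted with limma on the cosine and sine of ZT with a period of 24 h, and both terms were tested together with the moderated F-test. Adjusted p values are Benjamini-Hochberg adjusted over all transcripts, and a transcript is called rhythmic only at an adjusted p under 0.05. The count at an unadjusted p under 0.05 is given because that is the cut-off of the paper. Peak times and folds come from the fitted curve, with standard errors by the delta method. Modes of the peak times are those of a circular kernel density (von Mises, kappa 20) in steps of 0.1 h, and their SD comes from 100 bootstrap resamples of the mice within time points. The mode in the light phase is the highest point of that density from ZT20 to ZT8. The mode in the dark phase is its highest point over the rest of the day. The early light (ZT0 and ZT4) was compared with the early dark (ZT12 and ZT16) in a limma fit of the 6 time points as groups. For 30 gene lists, camera with a preset correlation of 0.01 tested this contrast, and camera with an estimated correlation and fry were run as alternatives. The lists cover the core clock and its output, cell type markers, responses to stimuli, metabolism and cell communication.

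The tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, except those said to have been chosen later. The rule names the genes of the paper's expression results, the clock genes, up to 10 rhythmic genes peaking before ZT12 and up to 10 peaking from ZT12 on with the largest fold at a mean level above the median, and the 4 members with the smallest p of each list described. The values of Supplementary Data 1 in the paper were seen before the rule was written. Genes named outside the rule are said to have been chosen after their values were seen.

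Each fit was tested on simulated data over 23410 transcripts. In the rhythm fit over 24 arrays, 10% of transcripts given a peak-to-trough fold of 1.15 were recovered at an adjusted p under 0.05, 80% at a fold of 1.32, 92% at 1.52 and 100% at 2. Of unchanged transcripts, 5.15% passed an unadjusted p under 0.05, 5.11% with the unmoderated F-test and 7.65% with the forward harmonic regression. In the contrast of early light against early dark, 42% were recovered at a fold of 1.19, 94% at 1.41, 98% at 1.68 and 100% at 2. Both simulated sets held 50 transcripts at each fold. Their true calls make the adjusted threshold easier to pass than in the real data, with 7 rhythmic calls. The shares recovered may thus be too high for the real data, where Cry1 (fold 1.27) had an adjusted p of 0.168 from limma. The 5.15% does not describe single assignments of the real arrays, among which up to 3177 transcripts passed.

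Alternatives were an unmoderated F-test, a forward harmonic regression with a 12-h term (as CircWave does), linear values divided by the mean of each transcript, time point as a factor, the replicate number as a block, all probe sets, transcripts above the median level, a further quantile normalization, centring of array medians, array weights, a robust and trended eBayes step, the late light (ZT4 and ZT8) against the late dark (ZT16 and ZT20), and leaving out each array and each time point in turn. Chance was assessed by 100 assignments of the arrays to time points, 99 of them random. Results from quantitative PCR, other tissues and clock mutants in the paper come from other samples and were not analysed here.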

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

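The counts of transcripts that set ZT0 replicate 4 apart were chosen after its correlation was seen; the tests for single distant mice were not.

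Of 84 groups of 4 mice examined (11 genes and 3 array measures at each of the 6 time points), 5 held a mouse far from the other 3, and about 5% of groups do so by chance. At ZT0, replicate 4 had a median correlation with the other arrays of 0.9696, where the other 3 had 0.9899 to 0.991, and 327 transcripts were more than 1 log2 unit lower and 60 higher than in the other 3. At ZT12, replicate 4 had a score of 9.4 on the first principal component, where the other 3 had −8.634 to −5.957. At ZT20, replicate 4 scored 7.722 on the same component, where the other 3 had 2.949 to 3.325. Sgk1 was 6.734 in ZT8 replicate 1 and 7.02 to 7.036 in the other 3 mice, and 7.349 in ZT12 replicate 3 and 7.596 to 7.646 in the other 3. The first principal component held 24.6% of the variance of the transcripts. Without ZT0 replicate 4 the count at an unadjusted p under 0.05 was 2129, against 2085 with it, the count at an adjusted p under 0.05 was 7, as with it, and the mode of peak times in the light phase was ZT 4.2. No explanation was tested for these mice.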

How the results depend on the processing

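The array SD as a covariate, the fit with 1 probe set per distinct set of values, and the tests of gene lists after quantile normalization or centring were chosen after seeing the data.

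The count at an unadjusted p under 0.05 (2085) stayed within 1.5 times in each setting run except time point as a factor (1193), all probe sets (3456) and transcripts above the median level (1090), where the last pair of settings changed the number of probe sets tested. Leaving out 1 array gave 1728 to 2324. The count at an adjusted p under 0.05 (7) was 1 with time point as a factor, 4 over all probe sets and 19 after a further quantile normalization, and 4, 2, 0 and 2 when all mice of ZT0, ZT4, ZT8 and ZT12 were left out, with 1718 at an unadjusted p under 0.05 without ZT8 (limma); it was 4 to 12 when 1 array was left out. Of the 7 rhythmic genes, 4 passed with the unmoderated F-test, 4 with the forward harmonic regression, 4 over all probe sets, 1 with time point as a factor and 4 to 7 when 1 array was left out.

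Of the clock genes (2 at an adjusted p under 0.05), 0 passed with time point as a factor (7 at an unadjusted p under 0.05), 1, 1, 0 and 1 with ZT0, ZT4, ZT8 and ZT12 left out, and 1 to 2 when 1 array was left out. The mode of peak times in the dark phase (ZT 15.6) moved to ZT 12.9 for transcripts above the median level and ZT 12.7 for adjusted calls only, and lay between ZT 14.6 and ZT 16 when 1 array was left out. The mode in the light phase (ZT 2.1) moved to ZT 6.4 with ZT0 left out and ZT 4.5 for adjusted calls only, and lay between ZT 1.7 and ZT 4.2 when 1 array was left out. The value for adjusted calls is the peak of Fabp7 alone.

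The early light against early dark count (8) was 14 with the replicate number as a block, 2 over all probe sets, 14 for transcripts above the median level, 16 after quantile normalization and 2 to 134 when 1 array was left out. For the late light against the late dark it was 0 from limma, with 1800 at an unadjusted p under 0.05. Residuals of arrays with the same replicate number had a mean correlation of 0.0283 over 60 pairs, against −0.00891 over 180 pairs with different numbers, so the block rests on numbers that do not pair the mice.

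Of the gene lists, 9 passed by camera, 2 with an estimated correlation (glucocorticoid-induced and core clock genes), 3 by fry, 3 after quantile normalization, and 7 to 11 when 1 array was left out. Among lists called in either setting, directions reversed for olfactory and vomeronasal receptor genes among transcripts above the median level (adjusted p = 0.00672), for cold-inducible (0.0210) and ER stress genes (0.0549) in the late light against the late dark, and for cytosolic ribosomal protein genes after quantile normalization (0.760). Of the other values of single lists, 870 kept their side of the threshold, 22 gained and 32 lost the call. Of the 870, 46 not called in either setting changed direction, 6 of them after quantile normalization (dopamine neuron, GABA neuron and astrocyte markers and glycolysis and synaptic vesicle genes turned lower in light, olfactory and vomeronasal receptor genes higher). Of those of single genes, 4505 kept their side of the threshold with a peak within 6 h, 12 gained and 33 lost the call. Except where the number of probe sets or mice changed, the cause was not tested.

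Signal over background was not measured here, but the median fold of 1.07 over all transcripts lies below the fold of 1.15 at which 10% of simulated rhythms were recovered.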

Differences from the paper's values

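With the moderated fit over all 24 arrays, no value stated by the paper and also computed here differed by the measure used, which asks for more than 1.5-fold and more than the error. At an unadjusted p under 0.05, the cut-off of the paper, 2085 transcripts passed here (8.91%), against the paper's 2643 (10%). The forward harmonic regression, written after the description of CircWave, called 2358 (10.1%), and all probe sets gave 3456 (9.72%). The unmoderated F-test called 2020 (8.63%). Over all probe sets the unmoderated F-test called 3375 and the forward harmonic regression 3940, against 3300 on the paper's list. With the moderated fit the modes were ZT 2.1 and ZT 15.6, against the paper's ZT 3 and ZT 16. Peak times of the 13 clock genes of Supplementary Data 1 lay within 1 standard error of the paper's. Both fits use the same arrays, so this closeness is no replication of the phases. Alternatives did differ by that measure. The count was 1193 with time point as a factor, and there the share, 5.10%, differed as well. For transcripts above the median level the count was 1090, but fewer were tested, and their share of 9.31% did not differ from the paper's 10%. Without ZT4 replicate 2 the count was 1728, and without ZT16 replicate 4 it was 1733. With all mice of ZT4, ZT8, ZT12 and ZT16 left out it was 1675, 1718, 1601 and 1675. The dark mode was ZT 12.9 for transcripts above the median level and the light mode ZT 6.4 with ZT0 left out. The fitted peak of Arntl was at ZT 3.49 with ZT0 and at ZT 23.8 with ZT20 left out, and that of Cry1 at ZT 16.9 with ZT12 left out, against the paper's ZT 1.6 and ZT 15.7.

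The paper's Supplementary Data 1 holds 3300 probe sets, more than the paper's 2643 rhythmic transcripts, of which 1991 have a gene in the annotation. Here 3456 of all probe sets passed.

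The paper lists 13 clock genes as rhythmic, and 10 of them passed an unadjusted p under 0.05 here. Arntl (fold 1.11, peak ZT 1.67, adjusted p = 0.567), Cry2 (fold 1.12, peak ZT 13.8, adjusted p = 0.565) and Tef (fold 1.10, peak ZT 13.5, adjusted p = 0.562) did not pass the unadjusted threshold with the moderated test. All 13 passed with the unmoderated F-test, with the forward harmonic regression and with all probe sets in the fit. A further quantile normalization called Arntl and Cry2, the robust and trended eBayes step and the restriction to transcripts above the median level called Arntl and Tef, linear values and the centring of array medians called Arntl, and array weights called Tef. Leaving out all mice of ZT4 or ZT20 called Arntl, of ZT0 Tef, and of ZT16 Arntl and Tef. Settings also lost genes of the 13 that the moderated fit calls. Linear values lost Per2, and time point as a factor lost Per2, Hlf and Usp2, with 7 of the 13 passing. Per2 was lost with any 1 time point left out, and Usp2 also with ZT0 or ZT12, Per3 with ZT4 and Bhlhe40 with ZT8 left out (8 to 11 of the 13 passed). Between 9 and 12 of the 13 passed when 1 array was left out.

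The paper describes a rhythm of Th, measured by quantitative PCR in other mice. On the arrays Th had an adjusted p of 0.937 and a fold of 1.06. The curves fitted to the arrays had peaks early in the light phase for Arntl (ZT 1.67), late in it for Nr1d1 (ZT 9.22) and in the dark phase for Per2 (ZT 15.0). This is the order that the paper gives for its quantitative PCR. Of these genes only Nr1d1 was called rhythmic on the arrays. Arntl and Per2 did not pass (adjusted p = 0.567 and 0.561 from limma), so the arrays do not establish their place in that order.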

Other observations

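The test of probe sets with no gene around the modes and the assignments examined for the glucocorticoid-induced genes were chosen after the result was seen.

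Genes induced by glucocorticoids had the smallest camera p of the 30 lists between early light and early dark (median −0.17, 0 of 16 members above 0). In 5 of 100 assignments of the arrays, the real one included, at least 1 of the 30 lists had an adjusted p as small as theirs (7.43e-13, smallest in the others 1.94e-21), so chance cannot be excluded for the smallest p of 30 lists. For this list by itself, which was singled out by its p, 1 of 100 assignments had a p as small, the real one. Over the other assignments the median of the smallest adjusted p was 0.000197. No hormone was measured in these samples, and no biological explanation was tested.

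Hspa5 and Calr, which encode chaperones of the ER, did not pass the adjusted threshold. Hspa5 had its fitted peak at ZT 22.6 (fold 1.27, adjusted p = 0.146) and Calr at ZT 0.283 (fold 1.24, adjusted p = 0.0964), and both passed after a further quantile normalization (adjusted p = 0.0359 for both). Calr also passed among transcripts above the median level (0.0412), without ZT16 replicate 2 (0.0256) and without ZT20 replicate 4 (0.0252), and Hspa5 without ZT20 replicate 4 (0.0132). Rbm3, the second cold-inducible gene, had its fitted peak at ZT 11.6 (fold 1.35, adjusted p = 0.113), with an adjusted p of 0.0114 after that normalization and 0.0106 without ZT8 replicate 3.

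Th, the enzyme of dopamine synthesis, had time-point means between 7.66 and 7.87 on the log2 scale with SDs of 0.10 to 0.26 (n = 4 mice each). Its fitted fold was 1.06, or 1.24 with 2 standard errors added to the amplitude, and its adjusted p of 0.937 lay between 0.825 and 1.00 over 42 settings. Eef1a1, the reference gene of the paper's quantitative PCR, did not pass either (fold 1.10, adjusted p = 0.659).

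The 2085 transcripts at an unadjusted p under 0.05 are the first pattern weighed. In 11 of 100 assignments of the arrays, the real one included, as many passed, with 3177 in the highest of the others and a median of 984, so chance cannot be excluded for this count. Fewer assignments reached the 7 transcripts at an adjusted p under 0.05 (1 of 100, the real one, highest of the others 1). The same held for the 2 clock genes (1 of 100, highest of the others 0). The 8 transcripts of early light against early dark were reached in 2 of 100 (highest of the others 12). Chance is made less likely for these counts but is not excluded, since 100 assignments give no share below 1 of 100. For the 9 gene lists 9 of 100 assignments had as many (highest of the others 11), so chance stays open there. Time of day stays open as a biological explanation of the larger count.

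The second pattern is the pair of opposite clusters of peak times. With the array SD as a covariate, 2102 transcripts passed and the resultant length of the doubled peak angles was 0.384, against 0.356 without it. The clusters thus did not weaken when a spread of values that differs between arrays was fitted. Other assignments of the arrays had a median length of 0.307 without the covariate, so this test cannot tell whether that spread contributes. In 39 of 100 assignments of the arrays the resultant length was as large (highest 0.639, median of the others 0.307), and 79.9% of the called probe sets with no gene peaked within 3 h of the modes, against 70.4% of the transcripts and 50% for an even spread. The clusters may therefore arise from variation that the arrays share across genes, whatever the labels. A daily rhythm of many transcripts stays open beside it.

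The third pattern is that probe sets with no gene were called more often (12.9%) than transcripts (8.91%) at an unadjusted p under 0.05. Transcripts weighted to the lower levels of those probe sets were called in 11.5% of cases. This lies between the values that would have pointed to or argued against the lower level as the explanation, so the lower level and other differences between the probe sets cannot be told apart. No biological explanation was tested.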
